# Nitrogen Metabolism and Growth Enhancement in Tomato Plants Challenged with *Trichoderma harzianum* Expressing the *Aspergillus nidulans* Acetamidase *amdS* Gene

**DOI:** 10.3389/fmicb.2016.01182

**Published:** 2016-08-03

**Authors:** Sara Domínguez, M. Belén Rubio, Rosa E. Cardoza, Santiago Gutiérrez, Carlos Nicolás, Wagner Bettiol, Rosa Hermosa, Enrique Monte

**Keywords:** biocontrol, heterologous expression, amide hydrolase, GeneChip tomato genome array, plant growth, plant defense

## Abstract

*Trichoderma* is a fungal genus that includes species that are currently being used as biological control agents and/or as biofertilizers. In addition to the direct application of *Trichoderma* spp. as biocontrol agents in plant protection, recent studies have focused on the beneficial responses exerted on plants, stimulating the growth, activating the defenses, and/or improving nutrient uptake. The *amdS* gene, encoding an acetamidase of *Aspergillus*, has been used as a selectable marker for the transformation of filamentous fungi, including *Trichoderma* spp., but the physiological effects of the introduction of this gene into the genome of these microorganisms still remains unexplored. No evidence of *amdS* orthologous genes has been detected within the *Trichoderma* spp. genomes and the *amdS* heterologous expression in *Trichoderma harzianum* T34 did not affect the growth of this fungus in media lacking acetamide. However, it did confer the ability for the fungus to use this amide as a nitrogen source. Although a similar antagonistic behavior was observed for T34 and *amdS* transformants in dual cultures against *Rhizoctonia solani, Botrytis cinerea*, and *Fusarium oxysporum*, a significantly higher antifungal activity was detected in *amdS* transformants against *F. oxysporum*, compared to that of T34, in membrane assays on media lacking acetamide. In *Trichoderma*-tomato interaction assays, *amdS* transformants were able to promote plant growth to a greater extent than the wild-type T34, although compared with this strain the transformants showed similar capability to colonize tomato roots. Gene expression patterns from aerial parts of 3-week-old tomato plants treated with T34 and the *amdS* transformants have also been investigated using *GeneChip Tomato Genome Arrays*. The downregulation of defense genes and the upregulation of carbon and nitrogen metabolism genes observed in the microarrays were accompanied by (i) enhanced growth, (ii) increased carbon and nitrogen levels, and (iii) a higher sensitivity to *B. cinerea* infections in plants treated with *amdS* transformants as detected in greenhouse assays. These observations suggest that the increased plant development promoted by the *amdS* transformants was at expense of defenses.

## Introduction

The fungal genus *Trichoderma* includes species that have the ability to antagonize, parasitize, or even kill other fungi (Lorito et al., 2010; Druzhinina et al., 2011). Some strains of *Trichoderma* are used as biocontrol agents in agriculture and can establish themselves in the plant rhizosphere, stimulate plant growth, and elicit plant defense reactions against pathogens (Hermosa et al., 2012). It has also been observed that selected *Trichoderma* strains can improve plant nutrient uptake (Yedidia et al., 2001). The molecular mechanisms involved in plant responses to *Trichoderma* root colonization have been explored through transcriptomic (Bailey et al., 2006; Alfano et al., 2007; Bae et al., 2011; Morán-Diez et al., 2012), proteomic (Marra et al., 2006; Segarra et al., 2007; Shoresh and Harman, 2008), and both proteomic and metabolomic (Bae et al., 2011; Brotman et al., 2012) approaches. The results of these studies have confirmed the previous findings that *Trichoderma* is important for regulating many genes involved in plant defense against biotic and abiotic stresses, or for increasing the plant basal metabolism (i.e., photosynthetic rate or respiratory activities). *Trichoderma* is able to control a broad range of plant pathogens through elicitation of induced systemic resistance (ISR) or localized resistance (Shoresh et al., 2010). Root colonization with *Trichoderma* primes leaf tissues for enhanced activation of jasmonic acid (JA)-regulated defense responses leading to a higher resistance to necrotrophic pathogens (Tucci et al., 2011; Hermosa et al., 2012; Mathys et al., 2012; Martínez-Medina et al., 2013). In addition to indol acetic acid (IAA) (Contreras-Cornejo et al., 2009), *Trichoderma* spp. produce enzymes and metabolites able to change ethylene levels in the plant (Viterbo et al., 2010) and to modify root architecture (Rubio et al., 2009, 2012; Samolski et al., 2012; Malmierca et al., 2015), achieving a more efficient nutrient uptake. A recent study has shown that 6-pentyl-2*H*-pyran-2-one, the major volatile organic compound produced by *Trichoderma* spp., promotes plant growth and regulates root architecture through a mechanism involving components of auxin transport and signaling and the ethylene-response modulator EIN2 (Garnica-Vergara et al., 2015). Since modern agriculture is a major cause of environmental pollution, including large-scale nitrogen- and phosphorus-induced environmental changes, the additional amounts of nitrogen activated by humans must be curtailed so as to avoid disastrous consequences for humanity (Rockström et al., 2009). It has been hypothesized that the use of *Trichoderma* could reduce the quantities of nitrogen fertilizers used about 40–50% without a reduction in crop yield (Harman, 2011). This plant enhancer trait associated to *Trichoderma* would have more impact in agriculture than its common use as biocontrol agent (Shoresh et al., 2010).

In a previous study describing the cloning and characterization of the transcription factor *Thctf1* of *Trichoderma harzianum* T34 we produced null mutants for this gene (Rubio et al., 2009). To generate such mutants, a disruption cassette for *Thctf1* was constructed into the Promega pGEM-T vector using the *amdS* gene of *Aspergillus nidulans*, which encodes an enzyme with aliphatic amidase activity, and used as a selectable marker for *T. harzianum* transformation. When greenhouse tests were performed with tomato seeds coated with the *T. harzianum* wild-type strain, increased root development was observed, as could be expected due to *Trichoderma*' s ability to promote plant growth (Shoresh et al., 2010; Hermosa et al., 2013). Furthermore, the increase in root size was much more evident with the *Thctf1* null mutants of *T. harzianum*. Although it might be assumed that these differences were attributed to the disruption of *Thctf1*, an ectopic integration control strain included in the greenhouse assays provoked a similar increase in root elongation to that observed for the null mutants. These results indicated that this beneficial effect to the plant was not due to the interruption of *Thctf1* but to the expression of the *amdS* gene of *A. nidulans* included within the disruption cassette. The *A. nidulans amdS* gene was used as a selectable marker for the transformation of filamentous fungi as it is a non-antibiotic marker that is only present in a few fungal species, and because the transformants carrying the *amd*S gene could be selected using acetamide as the sole carbon or nitrogen source (Penttilä et al., 1987).

Amidases (acylamide amidohydrolases EC 3.5.1.4) are hydrolytic enzymes able to catalyze the conversion of carboxylic amides to the corresponding carboxylic acid and ammonia. Amidases can exhibit activity with aliphatic amides (acetamide, acrylamide, and propionamide), with mid-chain aliphatic amides coupled with nitrile hydratases (propionamide, isobutyramide, valeramide, and hexanoamide), and with aromatic amides (benzamide, phenylacetamide, indoleacetamide; Fournand and Arnaud, 2001). As ammonia producers, amidases participate in nitrogen metabolism and apart from amidohydrolase activity they have been shown to be involved in one of the several pathways for the formation of IAA (Lehmann et al., 2010). It has long been known that the *amdS* gene of *A. nidulans* codes for an acetamidase enzyme that hydrolyses acetamide to acetate and ammonium providing carbon and nitrogen sources for fungal growth (Hynes and Pateman, 1970; Hynes, 1994).

To understand the role of acetamidase activity in the interaction of the biocontrol agent *T. harzianum* with tomato plants, *T. harzianum* T34 transformants expressing the *amdS* gene from *A. nidulans* were obtained in the present work. Transformants amdS6 and amdS122, carrying one and two copies of the *amdS* gene, respectively, were used along this study. Heterologous expression of *amdS* reproduced the acetamidase activity in *T. harzianum* and increased the ability of this fungus to promote the growth of tomato plants. The *amdS* transformants showed higher growth than the wild-type strain only when acetamide was included in the culture media. In dual culture biocontrol assays using *Rhizoctonia solani, Botrytis cinerea*, and *Fusarium oxysporum* as targets, no differences in antagonistic activity were detected between strain T34 and *amdS* transformants. However, in membrane assays on media lacking acetamide, the transformants showed significant higher antifungal activity than strain T34 against *F. oxysporum*. In *in vivo* assays, tomato plants colonized by *amdS* transformants showed an increased availability of ammonium ions and gave rise to a significant upregulation of a set of genes involved in the control of central nitrogen metabolism of the plant. However, all of these positive effects to the plants were accompanied by an increased sensitivity to the pathogen *B. cinerea*.

## Materials and methods

### Microorganisms and tomato seeds

*Escherichia coli* DH5α was used as the host for plasmid construction and propagation. This bacterial strain was grown in Luria-Bertani (LB) broth or on LB plates, supplemented with ampicillin (100 μg/ml), X-gal (40 μg/ml), and IPTG (10 μg/ml), when required.

*T. harzianum* CECT 2413 (Spanish Type Culture Collection, Valencia, Spain), referred to here as T34 strain, was used as the wild-type strain throughout this study. T34 was used as a host in the transformation experiments with the *A. nidulans amdS* gene. All strains were propagated on potato dextrose agar (PDA, Difco Laboratories, Detroit, USA).

*F. oxysporum* f. sp. *lycopersici* CECT 2866, *R. solani* CECT 2815, and *B. cinerea* 98 (isolated from strawberry at our lab) were used as the plant pathogenic microorganisms in *in vitro* antagonism assays. *B. cinerea* was also used as a pathogen in the *in vivo* assays. These fungal strains were grown on PDA medium and were stored at −80°C in 30% glycerol (*F. oxysporum* and *B. cinerea*) and at 4°C in PDA plugs suspended in sterile water (*R. solani*).

Tomato seeds (*Solanum lycopersicum* “Marmande”) were sterilized in 2% sodium hypochlorite for 20 min and washed thoroughly in sterile distilled water before being used.

### Fungal culture conditions

For gene expression, *T. harzianum* strains were grown in potato dextrose broth (PDB, Difco Laboratories) and PDB plus 10 mM acetamide. After 48 h of incubation at 28°C and shaken at 200 rpm, mycelia were collected by filtration, thoroughly washed with sterile water, lyophilized, and kept at −80°C until RNA extraction. Three cultures were used for each condition.

For determination of growth rates, *T. harzianum* strains were inoculated at the center of Petri dishes containing water agar (WA) medium with 1.5% agar, Murashige and Skoog (MS) medium (Duchefa Biochemie, Haarlem, The Netherlands) supplemented with 1% (w/v) sucrose and 0.8% agar pH 5.7, PDA or PDA plus 10 mM acetamide, and incubated at 28°C. Six plates were used for each condition. The colony diameters were determined after 48 h of incubation. Fungal biomass was also calculated after growth in liquid media at 28°C and shaken at 200 rpm for 48 h. Mycelia from PDB and PDB plus 10 mM acetamide cultures were collected by filtration, lyophilized and their dry weights were measured. Supernatants of the *T. harzianum* liquid cultures were used for ammonium quantification.

For the tomato root colonization studies, *T. harzianum* strains were grown in minimal medium (MM, Penttilä et al., 1987) containing 2% glucose as carbon source. After 48 h of incubation at 28°C and shaken at 200 rpm, mycelia were collected by filtration and thoroughly washed with sterile water.

### DNA procedures and conventional PCR amplification

Total DNAs from fungi were extracted following the method of Raeder and Broda (1985), using mycelium collected from a PDB culture incubated at 28°C and shaken at 200 rpm for 48 h.

For colonization assay, DNA isolation was performed with a cetyltrimethylammonium bromide (CTAB) extraction method (Dellaporta et al., 1983).

For Southern analysis, 10 μg of genomic DNA were *EcoR*V-digested, electrophoresed on a 0.7% agarose gel, and transferred to a Hybond-N^+^ membrane (Amersham Biosciences AB, Uppsala, Sweden). A fragment of 2203 bp, obtained from the DNA of the pLMG::*amdS* plasmid using the primers gpd3F and cbh2 (Table S1), was labeled using the DIG High Prime kit (Roche, Penzberg, Germany), following the manufacturer' s instructions and used as probe. Hybridization, washes, and detection were carried out as previously described (Rubio et al., 2008).

Standard PCRs were accomplished using the *Taq* polymerase system (Biotools B&M Labs. S.A., Madrid, Spain), and the Expand Long Template PCR System (Roche) was used to amplify fragments larger than 2 kb, following the manufacturer' s instructions. The primers used to do this are shown in Table S1.

### Real-time PCR analysis

Gene expression was analyzed by quantitative real-time PCR. cDNA was synthesized from 2 μg of RNA, which was extracted using TRIZOL® (Invitrogen Life Technologies, Carlsbad, USA) and treated with DNase RQ1 (Promega Biotech Ibérica, Alcobendas, Spain), and then used for reverse transcription with an oligo(dT) primer with the Transcriptor First Strand cDNA Synthesis kit (Takara Inc., Tokyo, Japan), following the manufacturer' s protocol. Three five-plant sample sets from three different *in vivo* assays per condition were used (biological replicates). Aerial part from every five-plant set per condition and independent assay was pooled for RNA extraction, and the subsequent cDNA synthesis. Real-time PCR reactions were performed with a thermocycler StepOnePlus (Applied Biosystems, Foster City, USA) in a total volume of 10 μl using SYBR FAST KAPA qPCR (Biosystems, Buenos Aires, Argentina) and a final primer concentration of 100 nM each. The primer pairs used are shown in Table S1. Reactions were performed in triplicate under the following conditions: an initial denaturation step (10 min at 95°C) followed by 40 cycles of denaturation (30 s at 95°C), annealing (1 min 60°C), and extension (1 min 72°C). Ct (cycle threshold) values were calculated using the Applied Biosystems software, and transcript abundance was calculated in Microsoft Excel from Ct values and normalized to the *actin* gene signal. The slopes and efficiency for each primer pair were measured for a dilution series of pooled cDNA samples and calculated using the Applied Biosystems software (Table S1). The relative expression levels were calculated using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001).

The quantification of wild-type and *amdS* transformant DNA from colonized tomato roots was also performed by quantitative real-time PCR. The reaction mixes and real-time PCR conditions were the same described above and DNA from the *Trichoderma*-root interaction was used as template. Specific primers for the amplification of a fragment of the *Trichoderma actin* gene, and the tomato *actin* gene were used (Table S1). The Ct values were calculated and the amount of fungal DNA was estimated using standard curves. Values were normalized to the amount of tomato DNA in the samples. Each sample was tested in triplicate.

### Plasmid constructions and *Trichoderma* transformation

The plasmid pLMG::*amdS* (Figure S1), carrying the transformation cassette was constructed. To do this, the plasmid p3SR2 (Kelly and Hynes, 1985) was first used as a template to PCR-amplify the *amdS* gene of *A. nidulans*, which encodes the acetamidase, using the primers amdS-NT and amdS-CT (Table S1). Then, the pLMG plasmid, which contained the *gpdA* (glyceraldehyde-3-phosphate dehydrogenase A) gene promoter from *A. nidulans* and the *cbh2* (cellobiohydrolase II) terminator region from *Trichoderma reesei* was digested with *Xba*I, treated with a Klenow fragment, and finally ligated to the PCR-amplified *amdS* gene to obtain the final vector pLMG::*amdS* of 6484 bp (Figure S1). This plasmid was linearized with *Eco*RI and used to transform protoplast of *T. harzianum* T34. Protoplast preparation, transformation, and transformant stabilization were carried out according to Cardoza et al. (2006). Transformants were identified by growth on selective medium containing 10 mM acetamide as sole nitrogen source.

### Ammonium quantification

Ammonium concentration was determined using the Spectroquant® Ammonium Test (Merck, Madrid, Spain) kit based on the phenol-hypochloride method, following to the instructions of manufactures. The ammonium liberated was determined spectrophotometrically using different concentrations of NH_4_Cl in a range of 0–250 μM as standards.

### *In vitro* antifungal assays

Confrontation assays (dual cultures) on PDA plates between *T. harzianum* strains and the pathogens *F. oxysporum, R. solani*, and *B. cinerea* were carried out in triplicate as previously described (Rubio et al., 2009). The dual cultures were examined after 6 days of incubation.

Growth assays on cellophane and dialysis membranes were carried out on PDA and PDA plus 10 mM acetamide plates in triplicate, as previously described (Rubio et al., 2009). Briefly, a five-millimeter-diameter PDA plug of T34 or transformants (amdS6 and amdS122) was placed at the center of a petri plate containing PDA or PDA plus acetamide medium, on a cellophane sheet, or on a 10-kDa-cutoff dialysis membrane. After 2 days of incubation at 28°C, the membrane was removed from the plate, and a single 5-mm diameter mycelial plug of the pathogen was placed at the center of the plate. In parallel, the pathogen was grown on PDA or PDA plus acetamide (control). This assay was carried out in triplicate for every *T. harzianum* strain, pathogen, medium, and membrane. Growth diameters were measured after 72 h for *R. solani* and *B. cinerea* and 6 days for *F. oxysporum*. Results are expressed as the percentage of growth inhibition of each pathogen by each *T. harzianum* strain with respect to the mean colony diameters of each pathogen grown alone.

The extracellular antifungal activity of *T. harzianum* strains against *F. oxysporum* and *B. cinerea* was tested as previously described (Pérez et al., 2015), using 100 μl of filter-sterilized unboiled supernatants from 48 h-PDB and 48 h-PDB plus 10 mM acetamide cultures. Wells containing 100 μl of every medium were used as controls. *F. oxysporum* and *B. cinerea* growth was determined at 0, 24, and 48 h by measuring optical density at 595 nm using a Sunrise microtiter plate reader (Tecan Ibérica, Barcelona, Spain). Each test was performed in sextuplicate.

### *In planta* experiments

An *in vitro* assay was carried out to analyze the effect of *T. harzianum* strains on tomato seedlings. This assay was performed as previously described (Rubio et al., 2012). Briefly, inocula of 1 × 10^6^ *Trichoderma* spores (10 μl of an aqueous suspension containing 1 × 10^8^ spores ml^−1^) were placed on the MS medium plates, supplemented with 1% sucrose and 0.8% agar, pH 5.7, at the opposite end to where 5-day-old germinated tomato seedlings (five seedlings per plate) were located. Plates were cultured in a growth chamber under conditions of 40% humidity, 24°C, and a 16 h light/8 h dark photoperiod. MS plates containing only tomato seedlings, without *Trichoderma* spores, were used as controls. Experiments were performed in triplicate and measurements of stem length were taken at 4 days after *Trichoderma* inoculation.

To perform the tomato root colonization test, 3-week-old plants were cultured in a 500-ml Erlenmeyer flasks containing 400 ml of liquid MS medium inoculated with mycelium of *Trichoderma* strain (T34, amdS6, or amdS122), which were incubated in an orbital shaker at 80 rpm and 25°C. In parallel, tomato plants were cultured in MS medium without fungus (control). Mycelia were obtained from 48-h-old cultures of the strains in 400 ml of MM containing 2% glucose as indicated above. After 20 h of *Trichoderma*-plant interaction or control culture, roots from five plants per treatment were collected, washed with distilled water, frozen, lyophilized, and kept at −80°C until total DNA extraction. Three independent tomato-*Trichoderma* co-culture experiments were carried out for each strain.

The ability of *T. harzianum* strains to promote the growth of tomato plants was also evaluated in an *in vivo* assay. Sterilized tomato seeds were coated, as previously described (Pérez et al., 2015), with an aqueous suspension containing 2 × 10^8^ spores ml^−1^ of *T. harzianum* T34, amdS6, or amdS122 (1 ml of spore suspension/30 seeds) and then air-dried in an open Petri plate overnight under a laminar flow hood. Treated tomato seeds were sown in pots containing commercial loamy field soil, previously autoclaved at 121°C, for 1 h on two successive days. Pots with untreated tomato seeds were used as controls. The pots were cared for in a greenhouse at 22 ± 4°C, and watered as needed. The measurements of stem and main root lengths from 24 tomato plants for each treatment were taken after 3 weeks. Aerial parts were collected from tomato plants at this time, frozen, and kept at −80°C for microarray experiments. Aerial parts were collected from 25 tomato plants, dried at 65°C for 2 days in five batches of five plants each, powered and submitted to the CEBAS Center (Murcia, Spain) for carbon and nitrogen determination.

Sensitivity of 3-week-old tomato plants, *T. harzianum*-treated or untreated (control), to *B. cinerea* was evaluated in an *in vivo* assay as previously described (Pérez et al., 2015), with some modifications. Two leaves from each plant were inoculated in a spot using 10 μl of a germination solution (20 mM glucose and 20 mM potassium phosphate) containing 2000 *B. cinerea* conidia per spot. Three days after *B. cinerea*-infection, leaves were detached and photographed, and necrotic leaf area was calculated using ImageJ free software. Six plants were analyzed for every condition. Data are presented as mean of necrotic foliar area percentage with standard deviation.

### Tomato microarray experiments

Total RNA was obtained from aerial parts of 3-week-old tomato plants using the NucleoSpin® RNA Plant kit (Macherey-Nagel GmbH and Co. KG, Düren, Germany), and was purified using the RNeasy MinElute Cleanup kit (Qiagen, Hilden, Germany), following the manufacturer' s instructions. cDNAs were synthesized from 1 μg of total RNA using the Transplex Whole Transcriptome Amplification kit (Sigma-Aldrich Quimica S.L., Madrid, Spain), were labeled using the GeneChip IVT Labeling kit (Affymetrix, Santa Clara, USA) and subsequently used for hybridization to Affymetrix GeneChip Tomato Genome Arrays. Twelve tomato chips at a reason of three chips per each condition considered [untreated plant (control) and plants challenged with T34, amdS6, or amdS122] were used. Every chip was hybridized with cDNA prepared from total RNA extracted from five pooled plants.

Digitalization of the fluorescent signals emitted after the hybridization was performed using the Gene Array Reader (Affymetrix) and the GCOS and Desktop Mining Solution (Micro DB 3.0, Data MiningTool 3.0) programs. Data were deposited in the GEO database with accession number GSE76332. A Robust Multichip Average (RMA) convolution model was applied for background correction, and the corrected probe intensities were then normalized using a quantile-based normalization procedure, as performed by Irizarry et al. (2003). To identify probe sets showing a significant difference in expression level, a multi-class Significance Analysis of Microarray (SAM) test was carried out on the expression values using a False Discovery Rate (FDR) of 0.10. The analysis was performed using the Gene Spring GX program through the R software. Transcripts showing significantly differential expression [fold-change (FC) ≥ 2 and FDR 0.10] were annotated according to gene ontology (GO) terms (Ashburner et al., 2000), which were based on the BLAST definitions obtained after applying an *E* < 10^−10^ level.

### Statistical analyses

Analysis of variance (ANOVA) was conducted with SPSS v.19 software (SPSS Inc., Chicago, USA). Pairwise comparisons were made using the Tukey' s test at *P* < 0.05, except for microarray data that were analyzed as already described above.

## Results

### Expression of *A. nidulans amdS* gene in *T. harzianum* and characterization of *amdS* transformants

The strain *T. harzianum* T34 was transformed with the pLMG::*amdS* plasmid that had been previously linearized with the endonuclease *Eco*RI to facilitate its later introduction into the recipient strain. Transformants were selected in medium containing acetamide as the sole nitrogen source and after three selection culture rounds, 45 mitotically stable transformants were obtained and checked by PCR. A 1743-bp PCR product was observed in 15 out of the 45 transformants, but not in the wild-type strain, using the primers gpd3F and amdS-3. Monosporic isolates were obtained for these 15 transformants and the integration of the transformation cassette was analyzed by Southern blot using a 2203 bp fragment from the pLMG::*amdS* plasmid as a probe. The probe did not hybridize to wild-type T34 DNA and the different integration patterns observed among the 15 transformants are shown in Figure S1. Strains amdS6 and amdS122, including one and two copies of the transformation cassette, respectively, were chosen for further studies.

Both transformants and the wild-type were grown on WA, MS, PDA, and PDA plus acetamide plates. No growth differences were observed among the three strains on WA, MS, or PDA whereas *T. harzianum* T34 exhibited a significantly lower growth rate than the *amdS* transformants on PDA supplemented with acetamide (Table 1). In addition, both transformants displayed a higher mycelium dry weight than T34 after growing in PDB supplemented with acetamide, whereas no growth differences were observed in PDB (data not shown). We compared the *amdS* expression levels of amdS6 and amdS122 grown in PDB and PDB plus acetamide with those of T34 grown under the same conditions, using the primers amdS-RT1 and amdS-RT2. Additionally, the transcript level of T34 in PDB was used as the reference condition. Both transformants showed higher transcript levels than the wild-type in the two media, with amdS122 displaying the highest expression (Figure 1). When ammonium concentration was determined in the supernatants from these two culture media, only detectable amounts were observed for transformants amdS6 and amdS122 grown in PDB plus acetamide; concentrations were determined as 2.60 ± 0.36 and 3.36 ± 0.35 mM of ammonium, respectively.

**Table 1:** ***Trichoderma* growth rate on different culture media**.

	**WA**	**MS**	**PDA**	**PDA plus acetamide**
T34	4.88 ± 0.16a	5.32 ± 0.23a	5.76 ± 0.09a	5.45 ± 0.12a
amdS6	5.0 ± 0.14a	5.28 ± 0.19a	5.85 ± 0.13a	5.89 ± 0.11b
amdS122	4.95 ± 0.19a	5.23 ± 0.12a	5.89 ± 0.011a	5.89 ± 0.15b

*Colony diameters (cm) of T. harzianum wild-type (T34), and amdS transformants (amdS6 or amdS122) were measured on plates containing WA, MS, PDA, or PDA plus 10 mM acetamide after 48 h of incubation*.

*Values are the means of six biological replicates. For each medium, values followed by different letters are significantly different (P < 0.05)*.

**Figure 1:**
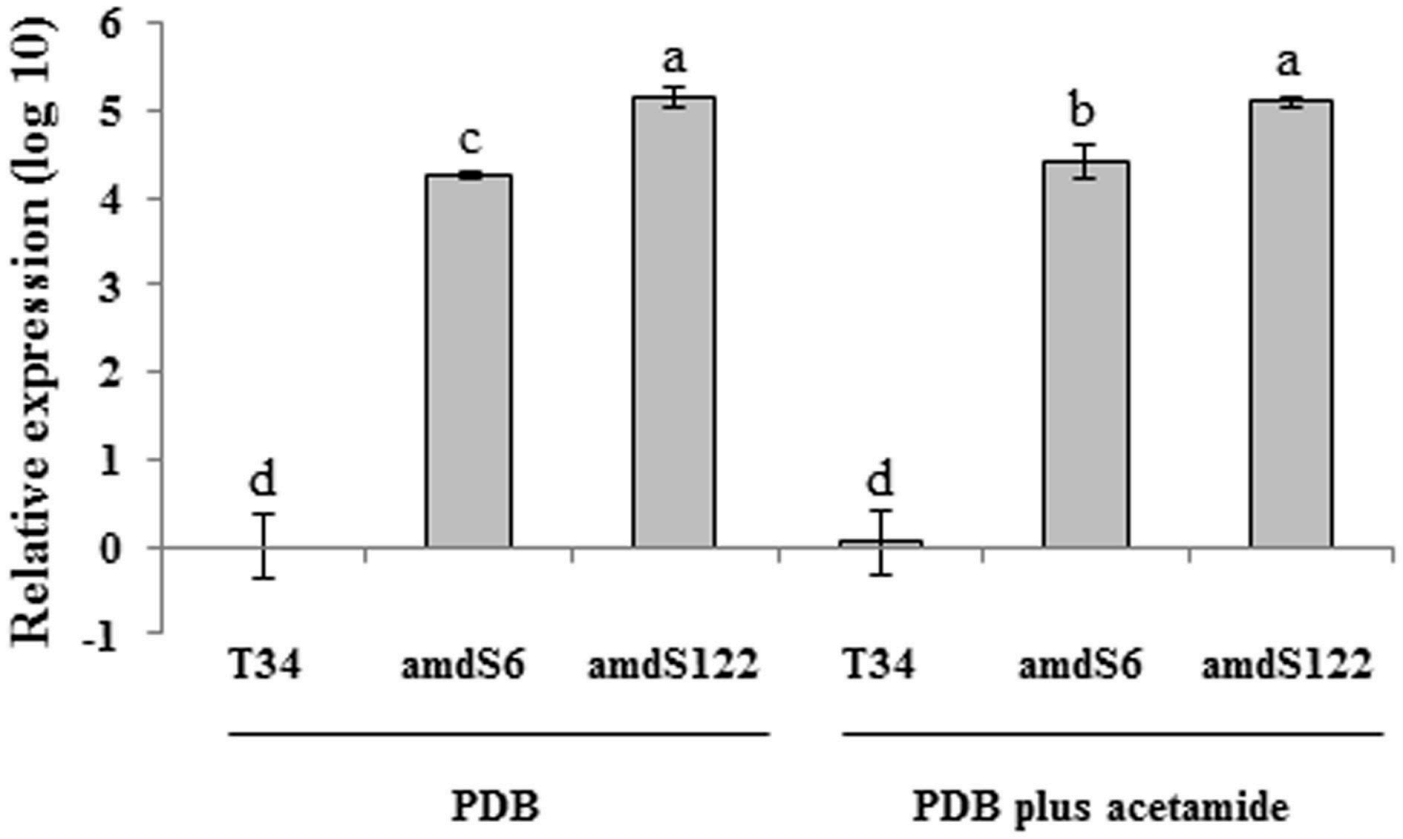
**Quantification of *amdS* transcript in *T. harzianum* wild-type (T34) and two transformants (amdS6 and amdS122) by real-time PCR**. The experiment was carried out with mycelia grown for 48 h on PDB or PDB plus 10 mM acetamide. Values correspond to relative measurement against the *amdS* transcript in T34 grown on PDB medium (2^−ΔΔCt^ = 1). The relative expression measurements in the *Y* axis are indicated in a logarithmic scale. *T. harzianum* T34 *actin* was used as an internal reference gene. Bars represent the standard deviation of the mean of three replicates. The levels of expression were tested using one-way analysis of variance (ANOVA) followed by Tukey' s test. Different letters represent significative differences (*P* < 0.05).

### Antifungal activity

The influence of the *amdS* gene in the antifungal activity of *T. harzianum* T34 was evaluated in different *in vitro* assays with the phytopathogens *F. oxysporum, B. cinerea*, and/or *R. solani* as targets. The three *T. harzianum* strains were able to inhibit the growth of the three pathogens tested in dual confrontation experiments on PDA, and no differences were observed between the wild-type and the *amdS* transformants (data not shown).

The antagonistic potential of *T. harzianum* extracellular compounds against these pathogens was evaluated using cellophane and dialysis (cellulose, cut-off 10 kDa) membrane assays on PDA and PDA plus acetamide plates. After removal of the membranes containing the *T. harzianum* mycelia, the effect of hydrolytic enzymes plus metabolites (cellophane) or only metabolites (dialysis) on the growth of the three plant pathogens was determined. The *F. oxysporum, R. solani*, and *B. cinerea* growth inhibition percentages calculated for the three *T. harzianum* strains are summarized in Table 2. All assayed *Trichoderma* strains were able to inhibit the growth of the three pathogens. Moreover, the inhibition values recorded for growth on cellophane were generally higher than those on dialysis membrane, except for *B. cinerea* and the amdS6 transformant on PDA. No differences of *B. cinerea* and *R. solani* growth inhibition were observed among the three *T. harzianum* strains in membrane PDA tests, but lower inhibition values against *F. oxysporum* were obtained for T34 than those for the two *amdS* transformants in both PDA assays. However, higher inhibition values against the three pathogens were always obtained with T34 than with *amdS* transformants when the assays were performed on PDA plus acetamide medium, although no significant differences were detected between T34 and amdS6 for *R. solani* in the dialysis membrane test.

**Table 2:** **Antifungal activity in membrane assays**.

		**PDA**		**PDA plus acetamide**	
		**Cellophane**	**Dialysis**	**Cellophane**	**Dialysis**
*R. solani*	T34	48.25 ± 8.17a	36.10 ± 7.05a	56.87 ± 3.75a	21.41 ± 3.43a
	amdS6	55.50 ± 4.10a	42.81 ± 5.06a	38.44 ± 8.17b	15.02 ± 7.34a
	amdS122	55.26 ± 3.64a	48.56 ± 6.23a	28.75 ± 7.21b	4.79 ± 1.98b
*B. cinerea*	T34	74.31 ± 7.17a	66.26 ± 2.67a	76.09 ± 3.95a	69.85 ± 0.73a
	amdS6	65.47 ± 3.22a	67.72 ± 2.97a	44.29 ± 8.28b	35.50 ± 7.99b
	amdS122	69.89 ± 2.20a	67.23 ± 0.80a	48.37 ± 5.52b	31.72 ± 7.60b
*F. oxysporum*	T34	34.62 ± 6.50b	23.74 ± 4.75b	46.03 ± 3.24a	32.79 ± 5.68a
	amdS6	50.64 ± 1.28a	40.91 ± 4.18a	35.98 ± 3.07b	15.57 ± 6.76b
	amdS122	58.55 ± 4.98a	35.86 ± 4.30a	31.59 ± 3.16b	14.75 ± 6.56b

*Percentages of growth inhibition of R. solani, B. cinerea, and F. oxysporum by T. harzianum wild type (T34), and amdS transformants (amdS6 or amdS122) grown on cellophane or dialysis membranes on PDA or PDA plus 10 mM acetamide plates*.

*Values are the means of three biological replicates. For each pathogen, type of membrane, and medium, values followed by different letters in each column are significantly different (P < 0.05)*.

The antifungal activity of *T. harzianum* PDB or PDB plus acetamide supernatants was evaluated against *F. oxysporum* and *B. cinerea* on 96-well E plates. In this assay, the hyphal growth from conidia of the two target fungi was registered at 0, 24, and 48 h. The absorbance values recorded at 0 (data not shown) or 24 h did not show significant differences among the eight conditions assayed for each pathogen (Figure 2). PDB supernatants from the three *T. harzianum* strains had significant antifungal activity against *F. oxysporum* and *B. cinerea* at 48 h but no significant differences were observed among *Trichoderma* strains. The highest inhibition value of *F. oxysporum* was obtained from the PDB-acetamide supernatant where the wild-type strain had been previously grown. The amdS122 PDB-acetamide supernatant did not show antifungal activity against *F. oxysporum* and *B. cinerea*.

**Figure 2:**
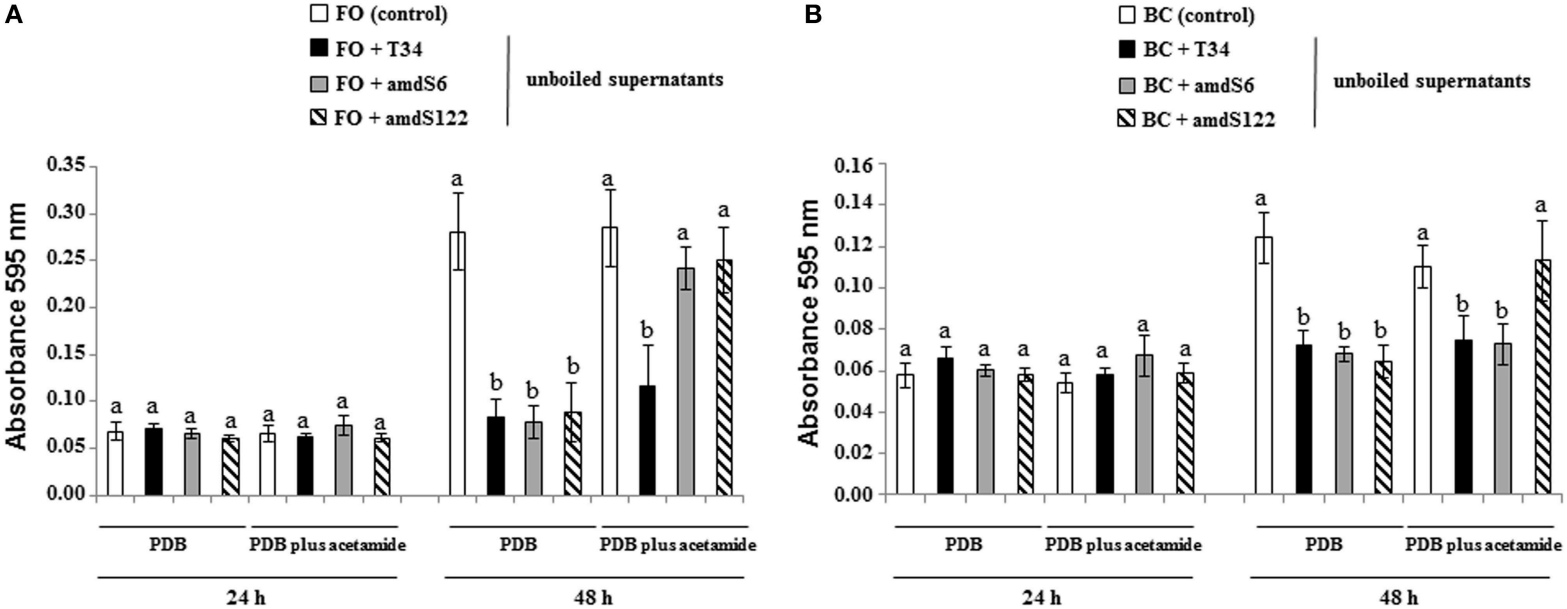
**Effect of *T. harzianum* supernatants in the growth of *F. oxysporum* (FO) (A) and *B. cinerea* (BC) (B)**. Tests were conducted without (control) or with 100 μl of filter-sterilized unboiled supernatant from a 48 h-PDB and 48 h-PDB plus 10 mM acetamide cultures of strains T34, amdS6, and amdS122. Fungal growth was determined after 28°C incubation at 24 and 48 h by measuring absorbance at 595 nm using a microtiter plate reader. Values are means of six replicates. The differences for every pathogen, culture medium and incubation time were tested using one-way analysis of variance (ANOVA) followed by Tukey' s test. Different letters represent significative differences (*P* < 0.05).

### Effect of *Trichoderma amdS* transformants on tomato plants

To compare the effect of *T. harzianum* T34 and the two *amdS* transformants on the growth of tomato seedlings, an *in vitro* assay was carried out. All *Trichoderma* strains exerted beneficial effects on the stem development, and *amdS* transformants-treated plants showed aboveground length values significantly higher than those measured in T34-treated plants (Table 3).

**Table 3:** **Effect of *Trichoderma* on tomato plant growth**.

	**Treatment**	**Control**	**T34**	**amdS6**	**amdS122**
*In vitro* assay^*^	Stem length (cm)^*^	3.91 ± 0.15a	4.36 ± 0.14b	4.86 ± 0.15c	5.12 ± 0.11c
*In vivo* assay^**^	Root length (cm)	19.10 ± 2.20a	20.70 ± 2.20b	22.30 ± 3.10c	23.50 ± 2.80c
	Stem length (cm)	9.30 ± 0.90a	10.20 ± 0.90b	11.50 ± 0.80c	12.30 ± 0.70d
	Nitrogen (mg/plant)	9.59 ± 0.47a	12.54 ± 0.78b	14.69 ± 1.40c	16.18 ± 9.9c
	Carbon (mg/plant)	69.44 ± 7.32a	84.76 ± 5.27b	98.65 ± 7.05c	107.19 ± 9.29c

*Tomato stem and root length values, and total amount of nitrogen and carbon in aerial part of plants treated with T. harzianum wild-type (T34) and amdS transformants (amdS6 or amdS122)*.

* *For the in vitro assay, 5-day-old germinated tomato seedlings grown on MS medium, supplemented with 1% sucrose and 0.8% agar, pH 5.7, were inoculated with water, T34, amdS6, or amdS122, and stem length values were taken 4 days after Trichoderma inoculation. Values are the means of 15 measurements from three biological replicates*.

** *For the in vivo assay, root and stem length values (cm), and nitrogen and carbon amounts (mg/plant) were measured in 3-week-old tomato plants developed from untreated (control), T34-treated, amdS6-treated, or amdS122-treated seeds. Root and stem length data are the means of 24 measurements and similar results were observed in three independent experiments. Nitrogen and carbon values are the means of 25 measurements. In all assays, values followed by different letters in each line are significantly different (P < 0.05)*.

The effect of *amdS* expression in *T. harzianum* regarding the ability of this fungus to colonize plant roots was evaluated by real-time PCR using the two *amdS* transformants and the wild-type strain. No significant differences among the ratios of fungal and plant DNA amounts were detected (Table 4).

**Table 4:** **Colonization of tomato roots by *Trichoderma harzianum* wild-type T34 and the *amdS* transformants**.

	***Trichoderma* a*ctin***				**Tomato *actin***				
**Condition**	**Ct**	**SD**	Qty^*^	**SD**	**Ct**	**SD**	Qty^**^	**SD**	Ratio^***^
T34	20.77	1.33	2.04	0.42	29.15	0.85	0.88	0.31	2.45a
amdS6	20.30	0.57	2.19	0.18	28.67	0.66	1.06	0.24	2.12a
amdS122	20.17	1.07	2.23	0.34	28.80	1.40	1.01	0.52	2.71a

*Fungal DNA present on the tomato roots 20 h after inoculation was quantified by real-time PCR*.

* *Quantity of fungal DNA (ng) referred to Trichoderma actin gene*.

** *Quantity of plant DNA (ng) referred to tomato actin gene*.

*** *Proportion of fungal DNA vs. plant DNA. Values are means of three biological replicates with the corresponding standard deviation. Values followed by the same letter are not significantly different (P < 0.05)*.

Three-week-old tomato plants previously seed-coated with an aqueous solution (control) or treated with conidia of T34, amdS6, or amdS122 were also evaluated in an *in vivo* assay. There were significant differences in stem and root lengths of 3-week-old tomato plants between the treatments with T34 and *amdS* transformants (Table 3), with the highest sizes being observed in tomato plants challenged with the two *amdS* transformants. Similar results were observed in three independent experiments.

Results obtained in *B. cinerea*-infected tomato plants previously seed-coated by T34, amdS6, or amdS122 strains showed that *amdS* gene expression also affected the biocontrol activity of *T. harzianum* (Figure 3). The highest necrotic leaf areas were observed in the two *amdS* treatments, being similar to those of untreated plants.

**Figure 3:**
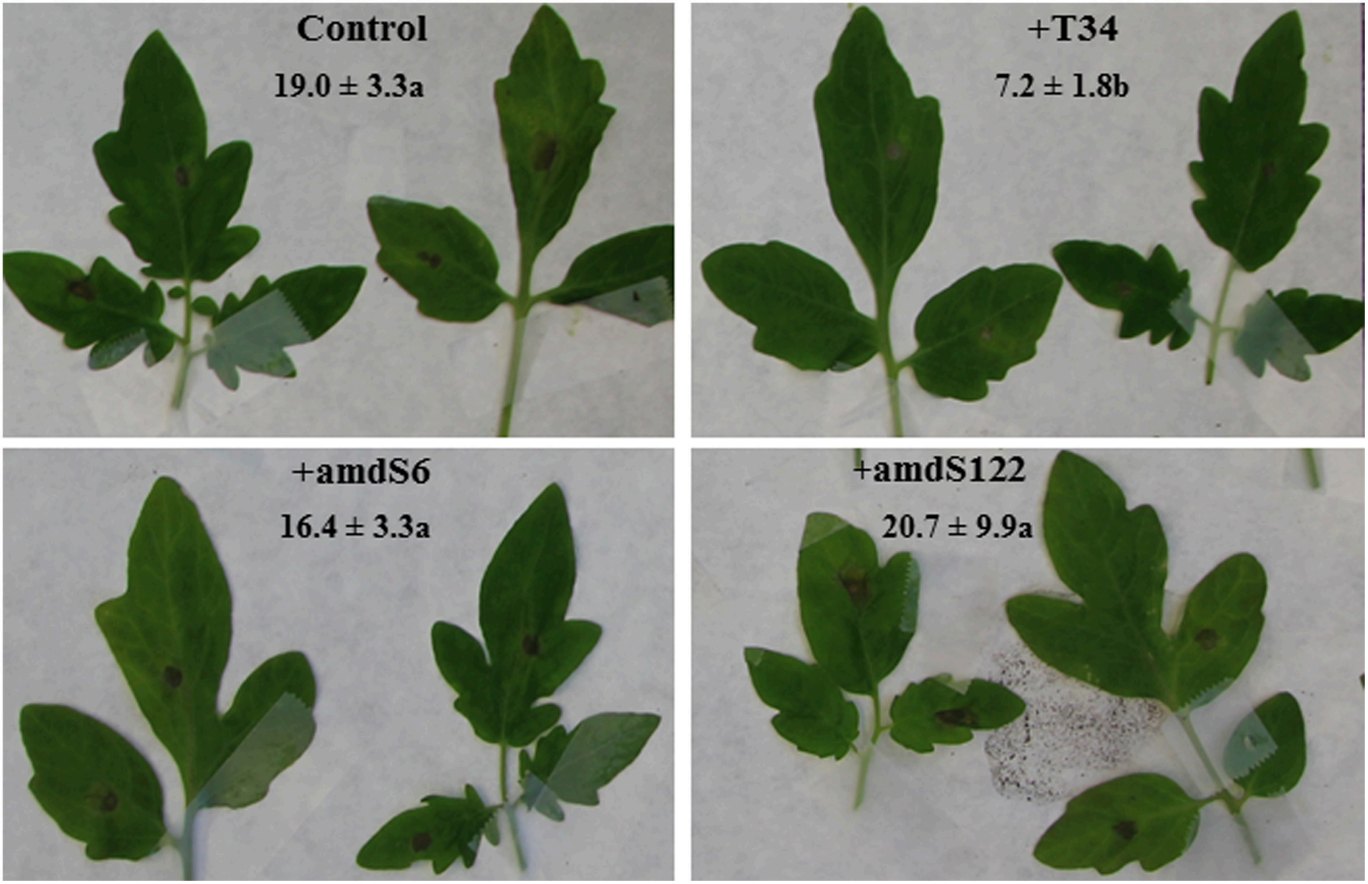
**Necrotic lesions observed in tomato leaves from *T. harzianum* seed treatment and *B. cinerea* conidia infection**. Untreated seed and *B. cinerea*-infected leaves (control) and *T. harzianum* T34-, transformants amdS6-, and amdS122-treated seed and *B. cinerea*-infected leaves. Three days after *B. cinerea*-infection, leaves were detached and photographed. Means of necrotic area percentages with standard deviations of six plants are indicated for every condition. The differences between each strain and the control were tested using one-way analysis of variance (ANOVA) followed by Tukey' s test. Values followed by different letters are significantly different (*P* < 0.05).

In order to analyze the effect of the *amdS* gene expression in *T. harzianum* on the nutritional status of tomato plants treated with this fungus, we determined nitrogen and carbon levels in the aerial part of the control plants and plants treated with T34, amdS6, or amdS122 (Table 3). The three assayed *T. harzianum* strains were able to increase the levels of nitrogen and carbon in tomato plants, and higher amounts of these two elements were measured in plants previously seed-coated with *amdS* transformants than those observed in plants treated with T34. Similar results were obtained in two independent biological experiments.

### Transcriptional response of tomato plants to interaction with *T. harzianum* T34 and *amdS* transformants

A transcriptomic analysis using the Affymetrix GeneChip Tomato Genome Array was performed in order to ascertain the physiological and biochemical changes in 3-week-old tomato plants caused by treating the seeds with T34 or the *amdS* transformants. 

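The arrays compared the aerial parts of plants in 4 groups: plants grown from untreated seeds (control) and plants grown from seeds coated with spores of T34, amdS6 or amdS122. Each group had 3 arrays, and each array carried material pooled from 5 plants, so that the spread between replicates is a spread between pools. The paper gives the coating suspension as 200000000 spores per ml, whereas the sample labels give 20000000, and the labels also name the tissue as leaves. The deposited values are log2 signals that the authors obtained by RMA, with background correction and quantile normalization across the arrays. They cover 10209 features, of which 10038 tomato probe sets were tested, 108 control probe sets served to check signal and RNA quality, and 63 reporter probe sets were left out. Signals ranged from 3.31 to 14.74 on the log2 scale. The median SD of a probe set within a group was 0.079, and the number of arrays limits the precision. In a principal component analysis the first component held 62.9% of the variance and separated the 6 arrays of plants treated with the transformants from the 6 other arrays, and the second held 16.0% and separated amdS6 from amdS122. All 12 arrays were fitted together with limma (1 mean per group), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A probe set was called when it met the limits of the paper, an adjusted p under 0.1 and a fold change of at least 2 in either direction. With 3 arrays against 3, an exact permutation test cannot give a two-sided p under 0.1, and the test relies on the spread that limma pools over probe sets. Gene symbols come from the annotation of the array, which names 909 of the probe sets tested, and other descriptions come from the supplementary tables of the paper. Probe sets for the 3' and the 5' end of the actin, ef1a and gapdh transcripts show how complete the transcripts were. On average over these transcripts the 3' signal exceeded the 5' signal by 3.37 ± 0.072 on the log2 scale in control plants (SD, n = 3), 3.23 ± 0.047 with T34, 3.06 ± 0.064 with amdS6 and 2.85 ± 0.13 with amdS122. The value was lower on all 6 arrays of the transformants than on the 6 other arrays (exact permutation test, two-sided p = 0.00216, the smallest that 6 against 6 allow).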

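Past the 2-fold limit, plants treated with the amdS transformants differed from control plants mainly by transcripts that were lower. A probe set with homology to a calcium-binding protein was 13.5-fold lower with amdS6 and 16.0-fold lower with amdS122 (standard error 0.064 on the log2 scale, n = 3 arrays per group). Similarly deep was the fall of a homolog of the tobacco elicitor-induced protein NtEIG-E80, 13.3-fold and 14.4-fold lower. The largest rise of a probe set with a gene symbol in amdS6 was that of CHS1, a chalcone synthase of flavonoid synthesis, which was 2.86-fold higher (adjusted p = 1.62e-08). T34 changed few transcripts to this extent. In all, 9 probe sets were called with T34 (6 higher and 3 lower than control), 168 with amdS6 (34 higher and 134 lower) and 215 with amdS122 (44 higher and 171 lower). At least 1 strain changed 255 probe sets, which is 2.54% of those tested. Without a limit on the fold change the balance turned: at an adjusted p under 0.1, 2911 probe sets were higher and 2101 lower with amdS6, and 3014 higher and 2210 lower with amdS122. When the arrays were scaled on the hybridisation spikes, an alternative chosen after seeing the data that raised the median log2 fold change of all probe sets in amdS6 from 0.015 to 0.37, 257 probe sets were called in amdS6, 164 of them higher and 93 lower.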

Of the total 10038 probe sets deposited on the microarray, representing 9254 genes, 185 (1.84%) showed at least a two-fold significant change (FDR 0.10) in expression in the presence of *T. harzianum* when compared with non-treated plants. 

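Most of the transcripts called in plants treated with 1 transformant were called with the other as well: 130 were shared by amdS6 and amdS122 alone, 35 were called with amdS6 alone and 81 with amdS122 alone. T34 alone changed 4 probe sets, T34 and amdS6 shared 1, T34 and amdS122 shared 2, and all 3 strains shared 2. Among the transcripts called with amdS6 alone, GluB, a basic β-1,3-glucanase, was 4.19-fold lower than control, against 1.29-fold lower with amdS122, and the difference between the transformants was itself past the limits (log2 fold change of 1.70, standard error 0.051, n = 3 arrays per group, adjusted p = 1.15e-09). CHS2, a second chalcone synthase, was 2.85-fold higher with amdS6 and 1.18-fold higher with amdS122, again with a called difference (log2 fold change of -1.27). Among those called with amdS122 alone, AOS, an allene oxide synthase of jasmonate synthesis, was 2.69-fold lower, while its log2 fold change with amdS6 was -0.21 (standard error 0.10, adjusted p = 0.130). PDH was 2.30-fold lower with amdS122 and 1.55-fold higher with amdS6. Across all probe sets, which are not independent replicates, the log2 fold changes of amdS6 and amdS122 had a Pearson r of 0.776 and a Spearman rho of 0.652. Both comparisons use the same control arrays: with no effect of either strain, resampled residuals gave a mean r of 0.430, a covariance of 0.00315 against the observed 0.102, and no shared call in 100 draws, and independent lists of these sizes would share 0.149 higher and 2.28 lower probe sets. The highest r of a draw was 0.870, over the observed value, so that r alone does not set the strains apart from the shared controls. The highest covariance of a draw was 0.0131, which argues against the shared controls as the source of most of the observed covariance. A smaller part may still come from them, which 3 control arrays cannot separate. With the arrays scaled on the hybridisation spikes 132 probe sets were called in amdS6 alone, and with the 3' minus 5' signal as a covariate 128 were called in amdS122 alone, both alternatives chosen after seeing the data.

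**Figure D1:**
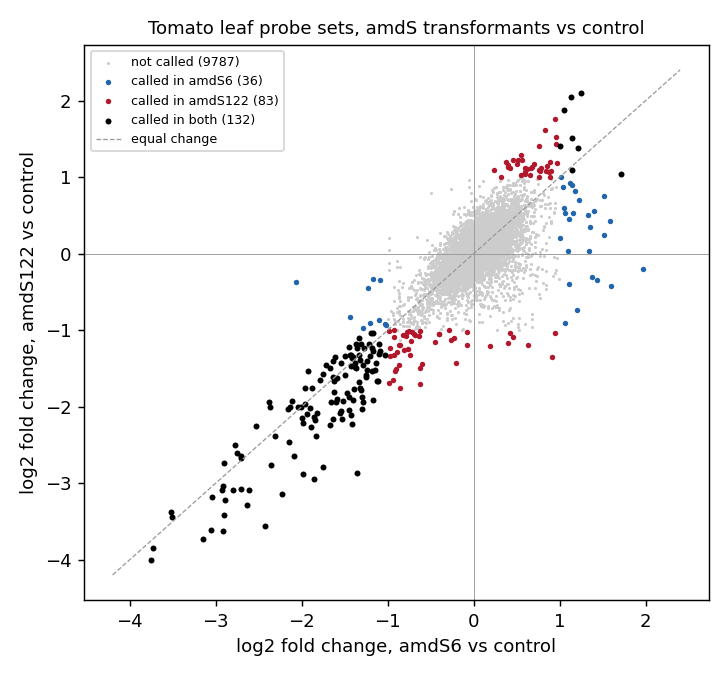
Log2 fold change against control of each probe set in plants treated with amdS6 (x axis) and amdS122 (y axis), each from 3 arrays against 3. Points are coloured by the call, and the dashed line marks equal change. Most of the probe sets called with both transformants lie in the lower left corner.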

The distribution of the 185 probe sets is shown in a Venn diagram (Figure 4).

**Figure 4:**
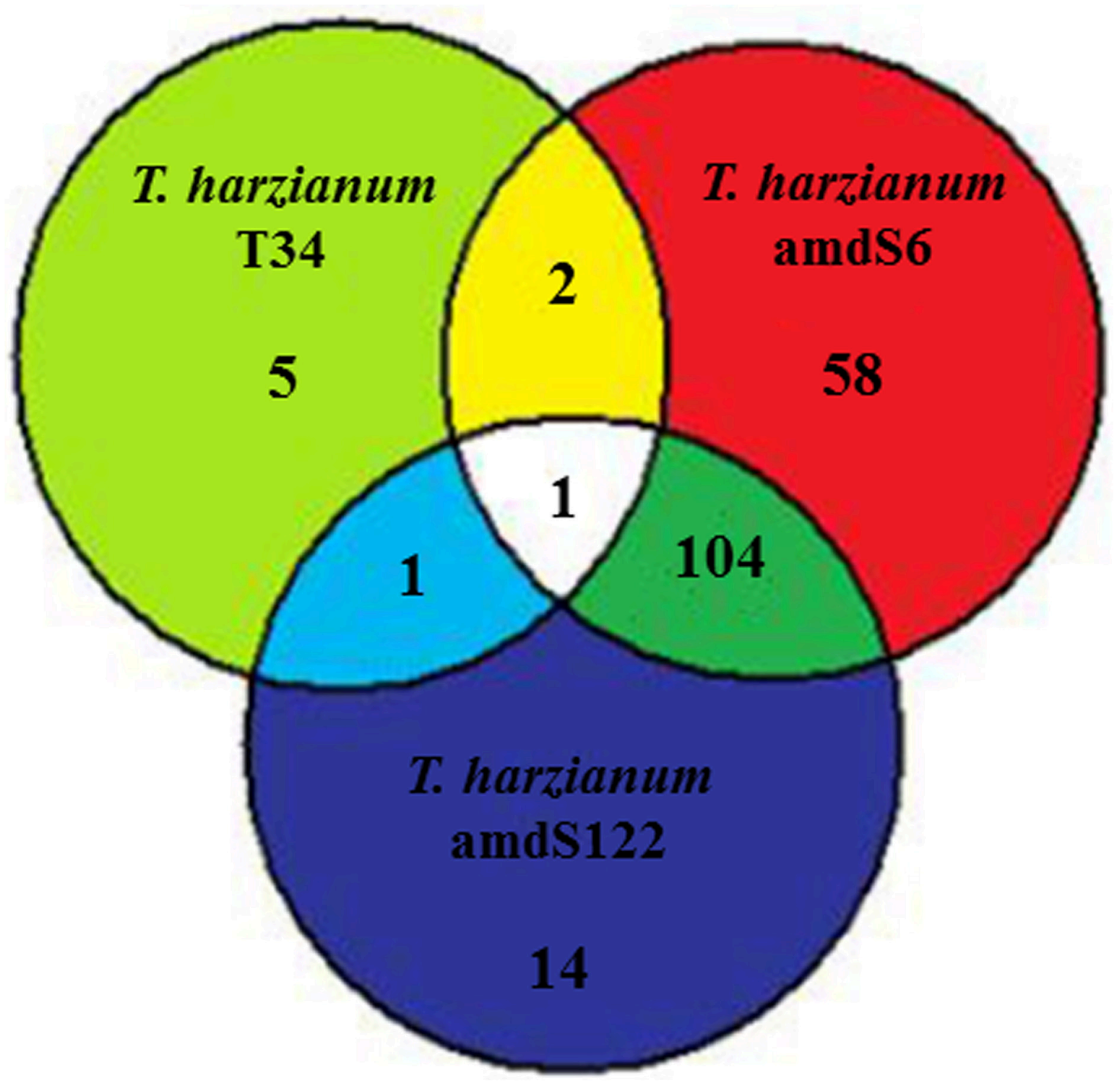
**Global expression data in tomato from microarray analysis**. Venn diagram representing the number of probe sets from tomato microarrays that showed significant changes in expression during interactions between tomato plants and *T. harzianum* wild-type (T34) or *amdS* transformants (amdS6 or amdS122) in comparison to control plants without *Trichoderma*.

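With T34, the strongest rise was that of a probe set without a gene name, which was 2.86-fold higher than in control plants (log2 fold change of 1.51, standard error 0.058, n = 3 arrays per group, adjusted p = 4.94e-08). In the transformants it went the other way: it was 1.83-fold lower with amdS6 and 2.28-fold lower with amdS122. LOC544158 and another probe set without a name rose by 1.01 (standard error 0.11) and 1.00 (standard error 0.072) on the log2 scale, close to the limit of 2-fold. The 9 probe sets called were those of Table S2, and all 9 also passed when adjusted over the list alone, which is not independent evidence since the study chose them on these arrays. Leaving out control replicate 1 lowered the change of LOC544158 to 0.90 and that of the second nameless probe set to 0.98, and leaving out T34 replicate 2 lowered LOC544158 to 0.90, all under the 2-fold limit. With array weights 6 of the 9 remained called, and LOC544158, the second nameless probe set and the cathepsin D inhibitor of Table S2 were under the 2-fold limit. The second nameless probe set was also under it without T34 replicate 1 (0.99), with arrays centred on their median (0.999) and with a further quantile normalization (0.995), in each case with an adjusted p that passed.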

A total of nine probe sets differed significantly (FDR 0.10) in expression by at least two-fold in the tomato plant-*T. harzianum* T34 interaction: six were upregulated, three of which showed homology with hypothetical proteins; and three were downregulated (Table 5 and Table S2). These probe sets were grouped into six different physiological processes. 

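Among the transcripts linked to plant defense, T34 raised TD2, a threonine deaminase that breaks down threonine in the gut of leaf-eating insects, 2.52-fold over control (log2 fold change of 1.33, standard error 0.092, n = 3 arrays per group, adjusted p = 7.85e-06). A cathepsin D inhibitor, which acts on proteases, rose 2.01-fold (standard error 0.075, adjusted p = 1.58e-05), and a neryl diphosphate synthase of terpene synthesis rose 2.44-fold (standard error 0.13, adjusted p = 0.000135). TPP3, the probe set with homology to a defensin, a small antimicrobial peptide, was 2.84-fold lower (log2 fold change of -1.51, standard error 0.078). TD2 was lower in the transformants than with T34 by 2.47-fold on average, whereas TPP3 was higher (log2 fold change of 1.72). Of 12 probe sets of pathogenesis-related and salicylic acid transcripts, none was called, 5 were higher and 2 lower at the adjusted p (6 and 3 when adjusted over the list alone), and camera placed the list above the other probe sets (adjusted p = 0.0713, adjusted p = 0.338 with an estimated correlation). Of 12 probe sets of the jasmonate and wound response, none was called and 2 were higher at the adjusted p (3 when adjusted over the list alone; camera adjusted p = 0.0713, adjusted p = 0.465 with an estimated correlation). This list was matched by gene symbol and does not hold TD2 or the cathepsin D inhibitor, which were called. Neither list passed without control replicate 1 (adjusted p = 0.164 and 0.309) or without T34 replicate 2 (0.177 and 0.177), nor did the jasmonate list without T34 replicate 3 (0.116). The cathepsin D inhibitor was under the 2-fold limit without control replicate 1, control replicate 3 or T34 replicate 2 (log2 fold changes of 0.97, 0.99 and 0.98).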

Except for the downregulation of a defensin gene, an increased expression of several genes encoding enzymes related to plant defense such as a threonine deaminase, a cathepsin D inhibitor, and a neryl diphosphate synthase 1 was observed. 

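In plants treated with T34, PPCK1 was 2.54-fold lower than in control plants (log2 fold change of -1.34, standard error 0.071, n = 3 arrays per group). The tables of the paper list this probe set as PEPCK, and the annotation of the array names it PPCK1, a kinase that phosphorylates phosphoenolpyruvate carboxylase (PEPC). A non-symbiotic hemoglobin, of a class of proteins that bind and remove nitric oxide, was 2.17-fold lower (log2 fold change of -1.12, standard error 0.041). Both probe sets for PEPC, the enzyme that fixes bicarbonate onto phosphoenolpyruvate, were also lower, 1.78-fold (adjusted p = 3.55e-05) and 1.73-fold (adjusted p = 7.48e-06), under the 2-fold limit. The probe set for nitrate reductase, which reduces nitrate to nitrite, was 1.26-fold lower (adjusted p = 0.00328). Plastid glutamine synthetase GS2, which assimilates ammonium, had a log2 fold change of -0.020 (adjusted p = 0.803).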

The decreased expression of genes encoding a phosphoenolpyruvate carboxykinase (PEPCK) and a non-symbiotic hemoglobin-1, related to carbohydrate metabolism and nitrogen assimilation, respectively was also observed.

**Table 5:** **Tomato probe sets differentially expressed in interaction with *T. harzianum* T34**.

**Physiological process**	**Hit description**	**Probe sets up**	**Probe sets down**
Carbohydrate metabolism	Phosphoenolpyruvate carboxykinase		1^*^
Amino acid metabolism	Threonine deaminase	1	
Secondary metabolism	Neryl diphosphate synthase 1	1^**^	
Nitrogen assimilation	Non-symbiotic hemoglobin-1		1^***^
Defense	Cathepsin D inhibitor	1^**^	
	Defensin		1
Unknown function		3	

*Summary of the probe sets expressed differentially (FC ≥ 2 and FDR 0.10) for tomato plants in interaction with T. harzianum T34 in comparison to control plants without Trichoderma. These probe sets were grouped into six different physiological processes, and their description was based on the homology with sequences of the UNIPROT database, using the BLAST algorithm and applying an E < 10^−10^ level*.

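PPCK1, the probe set that the tables of the paper list as PEPCK, was higher than control in plants treated with amdS6 (log2 fold change of 1.25, 95% confidence interval from 1.10 to 1.41) and with amdS122 (2.10, from 1.95 to 2.26), each from 3 arrays against 3, with adjusted p-values of 7.54e-08 and 4.52e-10 from limma. It was higher with amdS122 than with amdS6 by 1.80-fold (adjusted p = 3.81e-06).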

* *Probeset also expressed differentially (in this case upregulated) for tomato plants in interaction with amdS6 and amdS122 transformants*.

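Neryl diphosphate synthase, which makes a precursor of monoterpenes, was 3.27-fold higher than control with amdS6 (log2 fold change of 1.71, n = 3 arrays per group, adjusted p = 1.03e-06). It was also called with amdS122, where it was 2.06-fold higher (adjusted p = 4.33e-05), but there it was under the 2-fold limit without control replicate 1, control replicate 3 or amdS122 replicate 3 (log2 fold changes of 0.97, 0.99 and 0.91). The cathepsin D inhibitor was 2.02-fold higher with amdS6 and 1.99-fold higher with amdS122, and the transformants did not differ from each other in it (adjusted p = 0.863). With amdS6 its change was under the 2-fold limit without control replicate 1 (0.98) or amdS6 replicate 1 (0.96), with arrays centred on their median (0.99) and with a further quantile normalization (0.99).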

** *Probesets also expressed differentially (in this case upregulated) for tomato plants in interaction with amdS6 transformant*.

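The non-symbiotic hemoglobin was 3.39-fold higher than control with amdS122 (log2 fold change of 1.76, 95% confidence interval from 1.67 to 1.85, n = 3 arrays per group, adjusted p = 1.88e-11 from limma). With amdS6 it was 1.92-fold higher (adjusted p = 6.38e-09), just under the 2-fold limit, and amdS122 exceeded amdS6 by 1.76-fold (adjusted p = 5.82e-08).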

*** *Probeset also expressed differentially (in this case upregulated) for tomato plants in interaction with amdS122 transformant*.

We identified 105 probe sets that differed significantly (FDR 0.10) in expression by at least two-fold in both *amdS* transformant-tomato plant interactions: six were upregulated whereas 99 were downregulated (Table 6 and Table S3). These probe sets were grouped into several physiological processes, transcription and translation, signaling, carbohydrate metabolism, and defense processes being the most affected. 

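The transcripts lower with both transformants included 5 probe sets with homology to calcium-binding proteins, which relay calcium signals, with a median fall of 6.51-fold in amdS6 and 6.37-fold in amdS122. Among these, the probe set with the second deepest fall was 7.43-fold and 9.36-fold lower than control (standard error 0.10 on the log2 scale, n = 3 arrays per group). A probe set with homology to an ACC oxidase of ethylene synthesis fell by 2.31 with amdS6 and by 2.38 with amdS122 on the log2 scale. In all, 132 probe sets were called in the same direction with both, 8 higher and 124 lower, and none was called in opposite directions. All 105 probe sets of Table S3 were among them, and all passed as well when adjusted over the list alone (6 higher and 99 lower), which is not independent evidence because the study chose them on these arrays. The 99 lower ones had a median fold change of 3.54 with amdS6 and 4.07 with amdS122. With T34 the same 99 had a median log2 fold change of 0.011, 17 were lower and 11 higher than control at the adjusted p, and none was called. On the same arrays the 3' minus 5' signal of actin, a measure of RNA quality, was 2.79 ± 0.11 with amdS6 and 2.59 ± 0.16 with amdS122, against 3.09 ± 0.050 in control plants (SD, n = 3). With the mean 3' minus 5' signal of actin, ef1a and gapdh as a covariate, an alternative chosen after seeing the data, 110 of the lower probe sets were still called. This cannot separate RNA quality from the strains, because that signal did not overlap between the arrays of the transformants and the other arrays.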

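In detoxification, 6 probe sets that Table S3 lists as lower had median falls of 5.72-fold and 6.05-fold with amdS6 and amdS122, among them a cytochrome P450 (11.5-fold and 10.4-fold) and a glutathione S-transferase that conjugates toxic compounds (8.22-fold and 9.11-fold), each from 3 arrays against 3. In defense, 10 probe sets had median falls of 4.92-fold and 5.29-fold. Transcription and translation, with 15 probe sets, had median falls of 3.70-fold and 4.65-fold, signaling, with 14, of 3.07-fold and 3.62-fold, and carbohydrate metabolism, with 9, of 3.88-fold and 4.02-fold. In the abiotic stress group, HSP17.4, a small heat shock protein, fell by 1.93 with amdS6 and by 1.53 with amdS122 on the log2 scale (standard error 0.083), and a cell wall peroxidase was 3.95-fold and 7.37-fold lower. In the hormonal group, LOC543701, an auxin response protein, was 2.57-fold lower with amdS6 and 7.32-fold lower with amdS122, and this difference between the transformants was called (adjusted p = 1.36e-06). Of 30 probe sets of ethylene synthesis and signaling fixed beforehand, 9 were higher and 7 lower at the adjusted p with amdS6 (9 and 7 when adjusted over the list alone), and camera found no shift (adjusted p = 0.965). With amdS122, 7 were higher and 9 lower (7 and 9 when adjusted over the list alone; camera adjusted p = 0.233), and 2 were called lower: ACS1A, an ACC synthase (2.13-fold), and 1 of the probe sets of ERF3, an ethylene response factor (2.07-fold), whose call was lost without amdS122 replicate 3 (log2 fold change of -0.99).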

Among six upregulated probe sets, four were related to carbohydrate metabolism [two phosphoenolpyruvate carboxylases (PEPC), a PEPCK, and one cellulose precursor] and one was a gene encoding a nitrate reductase (NR), related to nitrogen assimilation. However, nine genes corresponding to enzymes involved in carbohydrate metabolism such as phosphoglycerate mutase, dehydrogenase reductase, glycosyl transferase, endochitinase, xyloglucan endotransglycosylase, invertase, and acetylglucosaminidase, were downregulated.

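Of the 8 probe sets called higher with both transformants, 4 were those of PPCK1, PEPC (a pair of probe sets) and nitrate reductase, and neryl diphosphate synthase was another. The PEPC probe sets were 2.19-fold and 2.08-fold higher than control with amdS6 and 4.12-fold and 3.66-fold higher with amdS122 (standard errors 0.071 and 0.053 on the log2 scale, n = 3 arrays per group). Nitrate reductase was 2.01-fold higher with amdS6 (adjusted p = 4.23e-08) and 2.65-fold higher with amdS122 (adjusted p = 1.38e-09). Cel1, an endo-1,4-β-glucanase that loosens cell walls, was 2.21-fold and 2.84-fold higher, and a probe set without a name 2.31-fold and 2.59-fold higher. For the 6 upregulated probe sets of Table S3 the median fold change was 2.20 with amdS6 and 3.25 with amdS122, and all 6 were higher with amdS122 than with amdS6, although none of these differences was called. With T34, 4 of the 6 were lower than control at the adjusted p. LE16, a lipid transfer protein induced by drought and abscisic acid, was also called higher with both (2.21-fold and 2.13-fold). With amdS6 the rise of nitrate reductase was under the 2-fold limit without amdS6 replicate 1 (log2 fold change of 0.98), without control replicate 3 (0.96), with arrays centred on their median (0.98) and with a further quantile normalization (0.998), in each case with an adjusted p that passed.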

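Among these transcripts, phosphoglycerate mutase of glycolysis was 6.21-fold lower with amdS6 and 9.79-fold lower with amdS122 than control (standard error 0.067 on the log2 scale, n = 3 arrays per group). XTH3, a xyloglucan endotransglycosylase that remodels cell walls, was 4.39-fold and 4.02-fold lower (adjusted p = 9.35e-09 and 1.18e-08), and a short chain dehydrogenase was 3.56-fold and 5.22-fold lower. Wiv-1, a cell wall invertase that splits sucrose, fell by 2.12 and by 1.93 on the log2 scale. All 9 probe sets were called lower against T34 as well. With T34 itself, 5 of the 9 were higher than control and 1 was lower at the adjusted p, and none was called. Of 34 probe sets of cell wall growth fixed beforehand, 18 were higher and 5 lower with amdS6 at the adjusted p (18 and 5 when adjusted over the list alone), 1 was called higher, XET4 (2.51-fold), and 1 lower, XTH3. Camera placed this list above the other probe sets with amdS6 (adjusted p = 0.0779, adjusted p = 0.139 with an estimated correlation), and it did not pass without control replicate 3 (adjusted p = 0.111) or with probe sets averaged per gene (0.137). With amdS122, 15 were higher and 10 lower (15 and 11 when adjusted over the list alone; camera adjusted p = 0.723), and none was called higher and 2 were called lower. The 3' minus 5' signal of ef1a, a measure of RNA quality, was 4.92 ± 0.065 with amdS6 and 4.55 ± 0.19 with amdS122, against 5.29 ± 0.17 in control plants (SD, n = 3).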

**Table 6:** **Tomato probe sets differentially expressed in interaction with *T. harzianum amdS* transformants**.

**Physiological process**	**Hit description**	**Probe sets up**	**Probe sets down**
Carbohydrate metabolism	Phosphoenolpyruvate carboxylase	2	
	Phosphoenolpyruvate carboxykinase	1	
	Endo-1,4-β-glucanase	1	
	Phosphoglycerate mutase		1
	Short chain dehydrogenase/reductase		1
	Xyloglucan endo-transglycosylase		2
	Glycosyltransferase		1
	Acidic endochitinase		2
	Invertase		1
	Endo-β-N-acetylglucosaminidase		1
Lipid and fatty acid metabolism	Acyl-CoA synthetase		1
	Phospholipase		1
	3-ketoacyl-CoA thiolase		2
Amino acid metabolism	Prephenate dehydrogenase		2
	Arogenate dehydratase		1
	5-enolpyruvylshikimate-3-phosphate synthase		1
Carboxylic acid metabolism	Benzoil-CoA:benzyl alcohol benzoil transferase		1
Secondary metabolism	Tyramine hydroxycinnamoyl transferase		1
Energy metabolism	Alcohol dehydrogenase		1
Nitrogen assimilation	Nitrate reductase	1	
Signaling	Receptors		5
	Ubiquitin ligase		2
	Protein kinase		6
	DC1 domain binding protein		1
Transcription and translation (protein synthesis)	Transcriptional factor		14
	60s ribosomal protein		1
Hormonal response	Auxin response protein		2
	1-aminocyclopropane-1-carboxylate oxidase		1
	Abscisic acid response protein		1
Defense	NtEIG-E80 protein		1
	HSR203J protein		1
	Miraculin protein		1
	AAA ATPase		1
	*Verticillium* resistance protein		1
	ASC1 protein		1
	ATL2 protein		1
	*Phytophthora* inhibitor protease 1		1
	PR-5x related to pathogenesis protein		1
	Prolyl 4-hydroxylase		1
Transport	Metallic ions		1
	Hexose transporter		1
	Dicarboxylate transporter		1
	Lipid transporter		1
	Sodium-hydrogen exchange		1
	Protein transporter		1
Detoxification	Cytochrome p450 monooxygenase		2
	Glutathione S-transferase		4
Posttranslational events	Metalloprotease		1
	Aspartyl protease		1
Binding	Calcium binding protein		5
Cell wall and membranes	Methyl esterase inhibitor protein		1
Abiotic stress response	Cell wall peroxidase		1
	Dicyanin		1
	Nitrogen rich protein		1
	Heat shock protein		2
Unknown function		1	11

*Summary of the probe sets expressed differentially (FC ≥ 2 and FDR 0.10) in both amdS transformant-tomato plant interactions in comparison to control plants without Trichoderma. These probe sets were grouped into 18 different physiological processes, and their description was based on the homology with sequences of the UNIPROT database, using the BLAST algorithm and applying an E < 10^−10^ level*.

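PTI5, a transcription factor of the ethylene response family that binds promoters of pathogenesis-related genes, was 11.4-fold lower with amdS6 and 10.9-fold lower with amdS122 than control (standard error 0.13 on the log2 scale, n = 3 arrays per group, adjusted p = 1.33e-09 and 1.17e-09). A transcription factor without a gene symbol was 6.54-fold and 8.43-fold lower, and LOC543855, a WRKY factor, 3.70-fold and 4.80-fold lower. A probe set with homology to a 60S ribosomal protein fell by 2.23 with amdS6 and by 3.14 with amdS122 on the log2 scale. Of 7 probe sets of WRKY factors fixed beforehand, which regulate defense responses, 1 was called lower with amdS6 and 2 with amdS122, the second being WRKYIId-4 (2.82-fold). At the adjusted p, 4 were lower and 1 higher with amdS6 (5 and 1 when adjusted over the list alone), and 5 lower and 1 higher with amdS122 (5 and 1). Camera placed the list below the other probe sets with amdS6 (adjusted p = 0.0151, adjusted p = 0.102 with an estimated correlation) and with amdS122 (adjusted p = 0.00383, adjusted p = 0.113 with an estimated correlation). Of 5 probe sets of cytosolic ribosomal proteins, none was called, and 3 were lower with amdS6 and 5 with amdS122 at the adjusted p (3 and 5 when adjusted over the list alone), with median log2 fold changes of -0.10 and -0.25. Camera gave adjusted p = 0.0798 with amdS6 (adjusted p = 0.372 with an estimated correlation) and 0.00607 with amdS122 (adjusted p = 0.138 with an estimated correlation), and the former did not pass after a further quantile normalization (0.228), without control replicate 3 (0.143) or without amdS6 replicate 3 (0.108).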

The relevance of transcription and translation processes was reflected by the downregulation of 15 probe sets, 14 of which corresponded to different types of transcriptional factors. Signaling processes were highlighted by the downregulation of five genes encoding kinase proteins, involved in responses to signals of different nature (i.e., light, hormones, temperature stress, nutrient starvation, or pathogen invasion), and four genes corresponding to membrane receptors and elicitor proteins, related to defense and disease resistance. Moreover, 12 genes related to plant defense responses against different pathogens [i.e., enhanced disease susceptibility 1 (*EDS1*), or a PR-5 encoding gene] were also downregulated. 

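MPK3, a mitogen-activated protein kinase that relays elicitor signals, was 2.39-fold lower with amdS6 and 3.07-fold lower with amdS122 than control (standard error 0.041 on the log2 scale, n = 3 arrays per group), and 2.20-fold and 2.70-fold lower at a second probe set. The homolog of a membrane receptor was 7.53-fold and 12.3-fold lower, and Eix1, a receptor-like protein that binds the ethylene-inducing xylanase of Trichoderma, 6.96-fold and 8.54-fold lower. Table S3 holds 6 probe sets for protein kinases, with median falls of 2.66-fold and 3.22-fold, 5 for receptors, with median falls of 3.06-fold and 3.84-fold, and 2 for ubiquitin ligases, with median falls of 5.03-fold and 5.21-fold. With T34, 1 of the kinase probe sets and none of the receptor probe sets was lower than control at the adjusted p. Of 9 probe sets of the rapid elicitor and touch response fixed beforehand, the 2 that were called lower with each transformant were probe sets of MPK3, and the third probe set of MPK3 was not called (log2 fold changes of -0.54 and -0.65, adjusted p = 0.00154 and 0.000364). At the adjusted p, 6 were lower and 2 higher with amdS6 (6 and 2 when adjusted over the list alone), and 5 lower and 2 higher with amdS122 (5 and 2). Camera placed the list below the other probe sets with amdS6 (adjusted p = 0.0252, adjusted p = 0.102 with an estimated correlation) and with amdS122 (adjusted p = 0.0138, adjusted p = 0.113 with an estimated correlation). With probe sets averaged per gene the list did not pass in amdS6 (adjusted p = 0.212) or amdS122 (0.178).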

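The defense transcripts of Table S3 fell to different depths. The homolog of HSR203J, a marker of the hypersensitive response in tobacco, was 8.84-fold lower with amdS6 and 13.3-fold lower with amdS122 than control (standard error 0.065 on the log2 scale, n = 3 arrays per group). A miraculin-like protein was 5.36-fold and 11.8-fold lower, and its difference between the transformants was called (adjusted p = 1.15e-06). PR-5, a thaumatin-like pathogenesis-related protein, was 3.38-fold and 2.99-fold lower (adjusted p = 1.25e-07 and 2.65e-07). No probe set is annotated as EDS1. The transformants parted on a list of 12 probe sets of pathogenesis-related and salicylic acid transcripts that was fixed beforehand and does not hold PR-5. With amdS6, 8 of the 12 were lower than control and 1 was higher at the adjusted p (8 and 1 when adjusted over the list alone), and 2 were called lower, P69B, a subtilisin-like protease (2.34-fold), and CHI9, a basic chitinase (2.25-fold). Camera placed the list below the other probe sets (adjusted p = 0.000195, adjusted p = 0.0230 with an estimated correlation). With amdS122, 4 were higher and 4 lower (4 and 4 when adjusted over the list alone), none was called, and camera found no shift (adjusted p = 0.723). The gapdh transcript had a 3' minus 5' signal of 1.47 ± 0.17 with amdS6 and 1.41 ± 0.092 with amdS122, against 1.73 ± 0.012 in control plants (SD, n = 3).

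**Figure D2:**
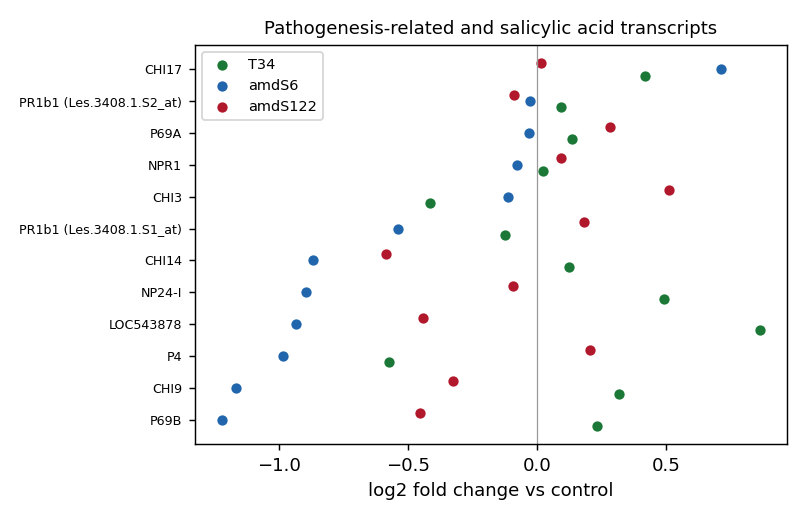
Log2 fold change against control (x axis) of the 12 probe sets of the pathogenesis-related and salicylic acid list (y axis) in plants treated with T34, amdS6 or amdS122. Each point is the mean of 3 arrays against 3. With amdS6 the points of P69B, CHI9, P4 and NP24-I lie to the left of those of the other strains.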

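Among transcripts of lipid metabolism, an acyl-CoA synthetase that activates fatty acids was 7.48-fold lower with amdS6 and 10.7-fold lower with amdS122 than control (standard error 0.067 on the log2 scale, n = 3 arrays per group), and the 4 probe sets of the group had median falls of 4.32-fold and 5.97-fold. In amino acid metabolism, a prephenate dehydrogenase of tyrosine synthesis was 7.46-fold and 6.68-fold lower, and the 4 probe sets had median falls of 2.49-fold and 3.03-fold. A probe set with homology to a benzoyl-CoA:benzyl alcohol benzoyl transferase was 3.44-fold and 3.13-fold lower, and an alcohol dehydrogenase 2.28-fold and 2.89-fold lower. In transport, a probe set for the transport of metal ions was 8.34-fold and 12.2-fold lower and HT2, a hexose transporter, 6.54-fold and 6.26-fold lower, with median falls of 4.40-fold and 4.17-fold over the 6 probe sets. Among the transcripts of detoxification, a second cytochrome P450 fell by 2.92 and by 3.04 on the log2 scale, and ctu1, a glutathione S-transferase, was 2.68-fold and 2.77-fold lower. Among posttranslational events, a metalloprotease was 2.65-fold and 3.76-fold lower. These groups were chosen by the study on these arrays and are not independent evidence of their direction.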

Genes involved in metabolism of lipids and fatty acids, amino acids, carboxylic acids, in the secondary and energetic metabolism, as well as in transport, detoxification, and posttranslational processes were also downregulated in 3-week-old tomato plants interacting with the *amdS* transformants.

According to the GO terminology, gene expression corresponding to biological processes in response to chemical stimuli (GO: 50896), in response to organic substances (GO: 10033), and defense response to stresses (GO: 6952) were statistically overrepresented in tomato plants colonized by the acetamidase mutants of *T. harzianum*. Plants challenged with amdS6 also showed statistically overrepresentation of cellular metabolic processes of aromatic (GO: 6725) and nitrogen (GO: 34641) compounds, compared to the control condition. As it might be expected, nitrogen metabolism is overrepresented in plants colonized by an acetamidase-expressing mutant.

To confirm the microarray results, quantitative real-time PCR was performed to analyze the expression of six genes: three upregulated (a PEPCK, an endo-1,4-β-glucanase, and a nitrate reductase) and three downregulated (a glycosyltransferase, a tyramine hydroxycinnamoyl transferase, and a phospholipase). Expression of these genes correlated with the microarray data (Figure S2).

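On the arrays, PPCK1, the probe set listed as PEPCK, had a log2 signal of 6.75 ± 0.021 in control plants, 5.40 ± 0.17 with T34, 8.00 ± 0.048 with amdS6 and 8.85 ± 0.057 with amdS122 (SD, n = 3 arrays in each group, as for the other values). Cel1, the endo-1,4-β-glucanase, had 7.82 ± 0.13 in control plants, 7.70 ± 0.040 with T34, 8.96 ± 0.034 with amdS6 and 9.33 ± 0.073 with amdS122. Nitrate reductase had 10.60 ± 0.080, 10.26 ± 0.074, 11.61 ± 0.051 and 12.01 ± 0.037 in the same order. The glycosyltransferase twi1, a wound-inducible enzyme, had 11.69 ± 0.11 in control plants, 11.84 ± 0.091 with T34, 10.39 ± 0.033 with amdS6 and 9.66 ± 0.11 with amdS122. The tyramine hydroxycinnamoyl transferase, which makes cell wall amides, had 8.30 ± 0.024, 8.16 ± 0.10, 6.45 ± 0.15 and 6.17 ± 0.078 in that order, and PLDb1, a phospholipase D, had 10.21 ± 0.029, 10.05 ± 0.070, 7.60 ± 0.078 and 7.13 ± 0.041. With T34, the differences from control of Cel1 (adjusted p = 0.301), twi1 (0.268) and the tyramine transferase (0.301) did not pass.

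**Figure D3:**
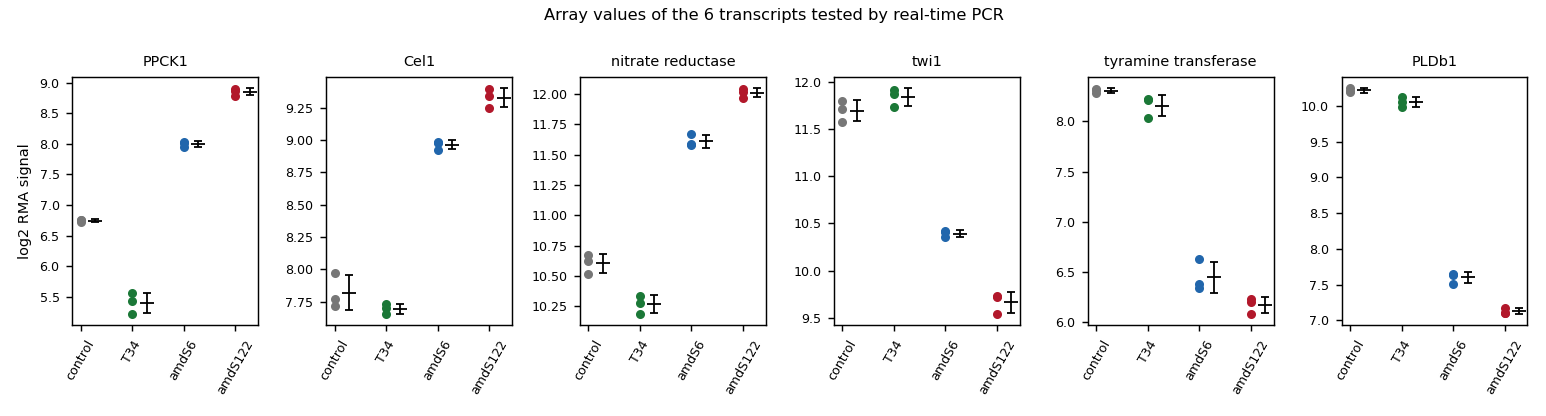
Log2 RMA signal (y axis) of the 6 transcripts that were also tested by real-time PCR, for each array of each group (points, n = 3), with the mean and SD in black. PPCK1, Cel1 and nitrate reductase are highest with amdS122, and twi1, the tyramine transferase and PLDb1 are lowest with amdS122.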

## Discussion

Nitrogen is one of the most abundant elements on earth and is an essential nutrient for plants, being a major component of chlorophyll and amino acids. Nitrogen availability is a major limiting factor for growth, development, and productivity of crop plants because this element is often present in small quantities locally or is present in a form that cannot be used by the plant (Kraiser et al., 2011). In response to this problem, the evolution of many plant species has included the development of mutually beneficial symbiotic relationships with soil-borne microorganisms, which ensure the input of nitrogen to the plant. The inorganic nitrogen uptake in beneficial plant root-bacteria and -mycorrhiza interactions is well documented (Courty et al., 2015). In addition to the biocontrol action, beneficial effects of *Trichoderma* on plants have been reported in terms of growth promotion and defense induction against biotic and abiotic stresses (Hermosa et al., 2012; Rubio et al., 2014). Thus, plants treated with *Trichoderma* spp. may be larger and healthier and have greater yields than untreated plants (Shoresh et al., 2010). Although, studies regarding the role of *Trichoderma* in the symbiotic nitrogen assimilation, as a major component of such beneficial responses, are still scarce, it was reported in the late 1990s that *T. harzianum* favored nitrogen uptake in maize field trials (Harman, 2000). Moreover, the present study has aimed to provide additional evidence of this behavior at a molecular level.

Tomato plants from seeds coated with *T. harzianum* transformants carrying a disruption cassette that contain the *A. nidulans amdS* gene showed an increase in root length, much more evident than in plants developed from seeds coated with the wild-type strain. This result suggested that this selectable marker gene was not completely innocuous for the host strain. This observation led us to obtain *T. harzianum* T34 transformants expressing the *amdS* gene and permitted the analysis of the role of acetamidase activity in the interaction of this fungus with plants. The *amdS* transformants amdS6 and amdS122 were selected since they exhibited one and two copies of the transformation cassette, respectively, in a Southern blot analysis. We used two culture media to compare *amdS* gene expression and ammonium production between T34 and these two *amdS* transformants. The *amdS* expression levels detected in PDB and PDB plus acetamide cultures are in agreement with the copy number of the transformation cassette inserted in each transformant (Figure 1) but are independent of the culture medium used for fungal growth, as expected for a gene expressed under a constitutive promoter. Since the *amdS* gene of *A. nidulans* is able to release acetate and ammonium from aliphatic amides (Hynes and Pateman, 1970; Chacko et al., 2009), as is the case of acetamide, ammonium levels were only detected in *amdS* transformant supernatants from cultures containing this substrate. Our results correlate with the absence of *amdS* orthologous genes in the *Trichoderma* spp. genomes. The *amdS* heterologous expression in *T. harzianum* did not affect the growth of this fungus in media without acetamide (Table 1) but did confer the use of this amide as a nitrogen source. In fact, this feature has allowed *amdS* to be used as a selectable marker for the transformation of filamentous fungi, including *Trichoderma* spp. (Penttilä et al., 1987; Rodríguez and Yoder, 1987; Gruber et al., 2012).

As no significant growth differences were detected among *T. harzianum* strains in several culture media without acetamide and a similar antifungal behavior was observed for T34 and *amdS* transformants in dual cultures, it might be thought that the acetamidase activity of *T. harzianum* is not contributing to the biocontrol potential of this fungus. However, as observed in PDA membrane assays, the significantly higher antifungal activity of *amdS* transformants against *F. oxysporum* compared to that of wild-type may indicate that acetamidase activity modifies the culture medium composition or contributes to the production of a pool of secondary metabolites that would be involved in the inhibition of this pathogen. In any case, no differences in the antifungal activity of the *T. harzianum* strains against the two pathogens assayed, *F. oxysporum* and *B. cinerea* were observed in the tests performed with 48 h-PDB supernatants (Figure 2). As shown in Table 2, the lower *F. oxysporum* and *B. cinerea* growth inhibition values recorded for *amdS* transformants compared to those of the wild-type in the two PDA plus acetamide membrane assays must not be associated to a reduced antifungal activity of these two transformants. Thus, the previous growth of amdS6 or amdS122 would reduce acetamide concentration in the culture medium, this decrease would in fact facilitate the subsequent growth of the pathogens.

As in many previous studies, where the ability of *Trichoderma* spp. to promote plant growth has been described (Shoresh et al., 2010; Hermosa et al., 2012), T34 inoculation significantly increased the stem length of plants compared to the uninoculated control. In our assays, *in vitro* plants grown in the presence of *amdS* transformants were significantly longer than those grown in presence of the wild-type strain. This observation may be explained by the greater availability of nutrients (i.e., nitrogen sources) in plants confronted with strains displaying amidase activity, as no growth differences were observed among *T. harzianum* strains grown on the complex medium MS. Results from greenhouse assays showed that the three *T. harzianum* strains significantly increased the stem and root lengths of tomato plants, but to a greater extent in the *amdS* transformant treatments, and also confirmed the radical plasticity model that relates high concentrations of ammonium in the medium to an increased growth of the taproot (Zhang and Forde, 2000). Since plants treated with the *amdS* transformants displayed the highest nitrogen and carbon levels, they would be good candidates as plant enhancers. It has been reported that *Trichoderma* spp. can favor nutrient uptake in plants and such increase can substantially improve crop yields (Harman, 2000; Shoresh et al., 2010). However, plants treated with *amdS* transformants showed similar level of defense against *B. cinerea* than control plants but also exhibited an increased susceptibility to this pathogen in comparison with the response observed in plants challenged with T34.

The transcriptomic analysis of *T. harzianum* seed-coated tomato plants at 3 weeks after fungal application allowed us to identify significant transcriptional changes in the host plant elicited by strain T34 and the transformants amdS6 and amdS122. The parameters FC ≥ 2 and FDR 0.10, used to analyze microarray data, can be considered adequate since these limits have been used in previous transcriptomic studies performed in tomato (Ruzicka et al., 2010; Shi et al., 2013). Previous transcriptomic studies have shown that after 24 h of *Arabidopsis* root-inoculation by *T. harzianum* T34, expression changes in genes related to plant responses to both biotic and abiotic stress conditions were detected in aerial parts of *Arabidopsis* plants. These changes involved several plant signal transduction pathways controlled by phytohormones such as SA, JA, auxins, or abscisic acid, indicating an important transcriptomic activity at early interaction times (Morán-Diez et al., 2009, 2012). Although direct comparisons cannot be made due to the different plant species, the fungal application method and the distinct interaction times that were used in the present study, it was still unexpected that only nine genes would be differentially expressed in the *T. harzianum* T34-tomato interaction with uninoculated tomato plants. This could be explained by the fact that after 3 weeks, when the root colonization is well established, changes in plant shoot transcriptome were not so drastic as in early colonization times.

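Small changes were more common with T34 than the number of 2-fold changes shows. Without a limit on the fold change, 993 probe sets differed from control at an adjusted p under 0.1, 574 higher and 419 lower, which is 9.89% of those tested, against 49.9% with amdS6 and 52.0% with amdS122. The lipoxygenase loxC, of leaf volatile synthesis, was higher with T34 by 0.88 on the log2 scale (standard error 0.065, n = 3 arrays per group, adjusted p = 1.34e-05), and SSTLE1, a germacrene C synthase of leaf terpenes, by 0.66 (standard error 0.044, adjusted p = 7.48e-06). FRO1, a ferric chelate reductase of iron uptake, was higher by 0.70 and the phosphate transporter PT1 by 0.59 on the same scale. SSTLE1 is on the list of trichome markers, and FRO1 and PT1 are on the list of root markers, so that another share of these cells or tissues in the harvest is not excluded for them. With amdS6, loxC (2.20-fold) and SSTLE1 (2.64-fold) were called higher, whereas with amdS122 they were 1.86-fold and 1.47-fold higher and not called. FRO1 and PT1 were lower than control with both transformants (log2 fold changes of -0.23 and -0.64 with amdS6 and -0.44 and -0.70 with amdS122).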

Among these nine genes, the six upregulated encode proteins related to plant defense responses or increase their expression under biotic stress conditions. The three downregulated genes were the typical type of marker gene for the JA-defense cascade *PDF1.2* (Thomma et al., 2002); the non-symbiotic class 1 hemoglobin gene, involved in nitrogen metabolism modulation and strongly induced by nitrate, nitrite, and nitric oxide (Ohwaki et al., 2005) also related to the plant mineral nutrition and nitrogen assimilation (Wang et al., 2003); and a gene encoding a PEPCK involved in carbon metabolism with several functions such as the atmospheric CO_2_ assimilation or the reposition of the consumed TCA intermediates in the biosynthesis and assimilation of nitrogen (O'Leary et al., 2011).

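Among the probe sets past the 2-fold limit in the deposited values, falls outnumbered rises in plants treated with either transformant. Without that limit, 1900 probe sets were higher and 1311 lower than control with both transformants at the adjusted p. PLDb1, a phospholipase D, was 6.12-fold lower with amdS6 and 8.49-fold lower with amdS122 than control, and the tyramine hydroxycinnamoyl transferase was 3.61-fold and 4.39-fold lower (standard errors 0.051 and 0.076 on the log2 scale, n = 3 arrays per group). The glycosyltransferase twi1 was 2.46-fold and 4.08-fold lower. Of the probe sets called with both transformants 93.9% were lower, and of those called in each comparison 79.8% with amdS6 and 79.5% with amdS122. The median fall of the called probe sets was 2.98-fold with amdS6 and 3.06-fold with amdS122, and the median rise was 2.24-fold and 2.20-fold. Against T34, 199 probe sets were called on average over both transformants, 171 lower and 28 higher, whereas without the fold limit 2937 were higher and 2007 lower at the adjusted p. The changes of the probe sets called with both transformants were larger with amdS122: a line through the origin had a slope of 1.10, and 89 (67.4%) changed more with amdS122. The difference itself passed the adjusted p in that direction for 66 and in the other for 12, and it was called for 4 and 0. Over the 251 probe sets called with either transformant the slope was 1.04, and 172 (68.5%) changed more with amdS122. Their difference passed the adjusted p in that direction for 145 and in the other for 43, and it was called for 14 and 13. After scaling on the hybridisation spikes, an alternative chosen after seeing the data, 30 of the probe sets called with both transformants were higher and 91 lower, but of those called in amdS6 most were higher. The same scaling widened the difference in size: the falls called with both transformants in the main analysis had a median log2 fold change of -1.26 with amdS6 and -1.89 with amdS122, against -1.62 and -1.92 before.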

The majority (94%) of genes that differed significantly in expression in both *amdS* transformant-tomato plant interactions was downregulated (Table 6 and Table S3). This highlighted those genes related to plant defense responses and disease resistance that correlated with the larger necrotic leaf areas produced by *B. cinerea* in plants treated with *amdS* transformants in comparison to those observed in plants treated with the wild-type.

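Compared with plants treated with T34, several defense transcripts were lower in plants treated with the transformants. PR-5 was 3.87-fold lower on average over both transformants (log2 fold change of -1.95, standard error 0.092, n = 6 arrays against 3, adjusted p = 8.37e-09 from limma), Eix1 8.96-fold lower and MPK3 2.46-fold lower. GluB, the basic β-1,3-glucanase, was called lower with amdS6 (5.57-fold) and was 1.72-fold lower with amdS122, under the limit. On average over both, of the 12 pathogenesis-related and salicylic acid probe sets, 3 were called lower, 5 were lower and 2 higher at the adjusted p (5 and 2 when adjusted over the list alone), and camera placed the list below the other probe sets (adjusted p = 0.0125, adjusted p = 0.0736 with an estimated correlation). Taken singly against T34, the list passed with amdS6 (adjusted p = 0.000109, adjusted p = 0.0193 with an estimated correlation) and not with amdS122 (adjusted p = 0.177), 4 members being higher and 6 lower there. The difference between the transformants in this list passed as well (adjusted p = 1.5e-05). On average over both transformants the WRKY factors (adjusted p = 0.00496), the rapid elicitor response (0.0187) and the cytosolic ribosomal proteins (0.0171) were lower too, the rapid elicitor response not with probe sets averaged per gene and the ribosomal proteins not with an estimated correlation (adjusted p = 0.193). Root markers, from another tissue, were lower as well (adjusted p = 0.0188, adjusted p = 0.0736 with an estimated correlation, 3 of 7 called lower). Of the 84 splits of these arrays, 14 gave as many shifted lists. Of 12 probe sets of the jasmonate and wound response, 1 was called lower, AOS (2.48-fold, made of 1.63-fold with amdS6 and 3.79-fold with amdS122), 3 were lower and 2 higher at the adjusted p (3 and 2 when adjusted over the list alone), and camera found no shift (adjusted p = 0.478). Against control this list did not shift with amdS6 (adjusted p = 0.708) or amdS122 (0.916). The list does not hold TD2, called lower with each transformant than with T34, or loxC, called higher with amdS6 than in control plants. The authors relate the lower expression of genes for defense and disease resistance to the necrotic areas that B. cinerea caused on the leaves. In plants treated with the transformants these areas were larger than with T34. The paper also reports them as similar to those in untreated plants.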

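Relative to plants treated with T34, PPCK1 was 8.11-fold higher on average over both transformants (standard error 0.062 on the log2 scale, n = 6 arrays against 3, adjusted p = 3.52e-12 from limma), the PEPC probe sets were 5.35-fold and 4.77-fold higher, and nitrate reductase was 2.92-fold higher. The non-symbiotic hemoglobin was 5.55-fold higher. Against T34, the ammonium transporter AMT1-2 had log2 fold changes of -0.26 with amdS6 (adjusted p = 0.0146) and 0.30 with amdS122 (adjusted p = 0.00573), gdh1, glutamate dehydrogenase, of 0.073 (adjusted p = 0.248) and -0.54 (adjusted p = 2.02e-06), and GS2, plastid glutamine synthetase, passed with neither (adjusted p = 0.891 and 0.523). These 3 probe sets are too few for a list test, and no probe set is annotated as nitrite reductase, which the paper reports as higher with both transformants. A list completed by hand after the values were seen held 7 probe sets without nitrate reductase. Its median log2 fold change was 0.0115 for the mean of both transformants against T34. Of 6 probe sets of photosynthesis, such as the antenna proteins CAB4 and CAB5 and PSBO of photosystem II, none passed the adjusted p in either transformant against control, also when adjusted over the list alone, and camera gave adjusted p = 0.965 with amdS6 and 0.723 with amdS122. Their mean signals lay between 13.99 and 14.36 on the log2 scale, near the top of the range, where changes in abundance register poorly.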

Among the few upregulated genes in *amdS* transformant-tomato plant interactions, those encoding PEPC, PEPCK, and NR, which co-ordinate primary nitrogen and carbon assimilation in leaves (Foyer et al., 2003), relate the increase in ammonium supply favored by the acetamidase activity of strains amdS6 and amdS122 with enhanced plant nitrogen uptake and photosynthetic rates. Interestingly, PEPCK gene was downregulated in plants treated with T34, as indicated above. 

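On every array PPCK1 was lower with T34 than in control plants and higher with either transformant, and the same order held for PEPC, nitrate reductase and hemoglobin. At 1 of its probe sets PEPC had a log2 signal of 7.24 ± 0.091 in control plants, 6.41 ± 0.045 with T34, 8.37 ± 0.11 with amdS6 and 9.29 ± 0.10 with amdS122 (SD, n = 3 arrays), and hemoglobin had 8.50 ± 0.046, 7.38 ± 0.049, 9.44 ± 0.0098 and 10.26 ± 0.022 in the same order. PPCK2, a second kinase of PEPC, had log2 fold changes of -0.42 with T34, 0.83 with amdS6 and 1.08 with amdS122 (standard error 0.10), and the last was under the 2-fold limit without control replicate 1 (0.98). Across all probe sets, 62 changed one way with T34 and the other way with both transformants, each at the adjusted p and with a called difference between the mean of both transformants and T34. Of these, 18 were lower with T34 and higher with the transformants, and 44 were the reverse. At the adjusted p alone, with no test of the difference, 553 changed the same way with T34 and amdS6. With T34 and amdS122, 513 did. Over all probe sets the log2 fold changes of T34 had an r of 0.225 with those of amdS6 and 0.166 with those of amdS122, against 0.451 and 0.466 from resampled residuals, with covariances of 0.0107 and 0.00878 against 0.00311 and 0.00344. The highest covariance from resampled residuals was 0.00965 for T34 and amdS6, under the observed value, and 0.0134 for T34 and amdS122, over it. The covariance of T34 and amdS122 therefore does not by itself set them apart from the shared control arrays. Resampled residuals gave at most 68 probe sets changed the same way with T34 and amdS122 at the adjusted p, against the 513 observed. This argues against the shared controls alone as the source of those changes.

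**Figure D4:**
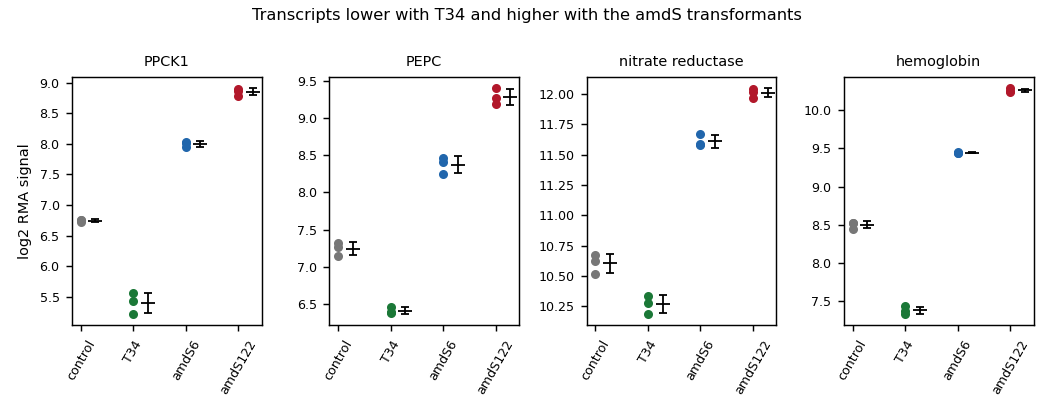
Log2 RMA signal (y axis) of PPCK1, PEPC (1 of its probe sets), nitrate reductase and the non-symbiotic hemoglobin for each array of each group (points, n = 3), with the mean and SD in black. All points of T34 lie below those of control plants, and all points of amdS6 and amdS122 lie above them.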

PEPCK is associated with plant tissues in which the metabolism of nitrogenous compounds is enhanced (Delgado-Alvarado et al., 2007) and its upregulation in tomato plants colonized by *amdS* transformants is in agreement with the increased ammonium availability due to *Trichoderma* strains displaying acetamidase activity. We have detected the highest carbon and nitrogen levels in plants treated with *amdS* transformants. The link between carbon and nitrogen is critical and unless there is sufficient carbon available, improving a plant' s ability to take up and utilize nitrogen may be compromised (McAllister et al., 2012). It has been shown that nitrogen levels can significantly affect carbon fixation (Reich et al., 2006). Nitrogen is stored in large quantities in photosynthetic proteins, such as rubisco and PEPC, and decreases in nitrogen assimilation and storage will thus decrease the overall amount of carbon fixed by the plant (Nunes-Nesi et al., 2010). When PEPC was investigated in wheat, barley, and tomato roots fed with different nitrogen sources, ammonium-fed plants exhibited a 2–2.5-fold higher PEPC activity than nitrate-fed plants at 7 days after the onset of the nitrogen supply (Koga and Ikeda, 1997). NR catalyzes the reduction of nitrate to nitrite, and beneficial fungi such as *Piriformospora indica* or *Trichoderma* spp. increase the expression of genes encoding NR in plants (Sherameti et al., 2005; Bae et al., 2009) and hence may be involved in nitrogen accumulation through the symbiotic association leading to efficient nitrogen use and increased development. Nitrite is highly toxic to plant cells and is reduced to ammonium by the enzyme nitrite reductase. This enzyme was also upregulated in both *amdS* transformant-tomato plant interactions, but with a FC < 2 (1.78) in the interaction with amdS6, therefore it does not appear reflected in the Venn diagram.

The downregulation of defense genes and the upregulation of carbon and nitrogen metabolism genes observed in the microarrays, the higher sensitivity to *B. cinerea* infections, and the increased growth and carbon and nitrogen levels observed in plants treated with *amdS* transformants in greenhouse assays suggest that the positive effects in tomato plant growth caused by the *Trichoderma* acetamidase activity were accompanied by an increased sensitivity to a necrotrophic pathogen. Although, studies highlighting the role of *Trichoderma* in the symbiotic nitrogen uptake and its efficient use as a major component of the beneficial responses of plants are still scarce, the present study has tried to provide further confirmation of this behavior at a molecular level.

## Author contributions

SD and MR performed the experiments; SD, MR, and EM conceived and designed the experiments; SD, MR, RH, and EM analyzed the data; CN, WB, RC, and SG contributed reagents/materials/analysis tools; MR, RH, CN, and EM wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Nitrogen Metabolism and Growth Enhancement in Tomato Plants Challenged with Trichoderma harzianum Expressing the Aspergillus nidulans Acetamidase amdS Gene
**Source:** Front Microbiol. 2016 Aug 3;7:1182. doi: 10.3389/fmicb.2016.01182
**Supplement:** Supplementary file 1

**TABLE S1. Primers used in the present study.**

| **Primer** | **Target gene** | **Sequence (5’-3’)** | **Slope** | **Efficiency** |
| --- | --- | --- | --- | --- |
| **For gene isolation** |  |  |  |  |
| amdS-NT | *amdS* | ATGCCTCAATCCTGGGAA |  |  |
| amdS-CT |  | CTATGGAGTCACCACATT |  |  |
| **For screening of transformant strains** |  |  |  |  |
| amdS-3 |  | TTCCTTCCCGGCCTTTTCTT |  |  |
| gpd3F |  | ATCTTCAGTATATTCATCTTCCCATC |  |  |
| cbh2 |  | GTTGCTCATTTGCGGTCTACC |  |  |
| **For Real-time PCR** |  |  |  |  |
| amdS-RT1 | *amdS* | TCGACGGCAATGTCCTTCCAC | -3.29 | 101.38 |
| amdS-RT2 |  | TCGCCGGATGCACTGATATC |  |  |
| Act-1-tricho | *actin* | ATCGGTATGGGTCAGAAGGA | -3.41 | 96.33 |
| Act-2-tricho |  | ATGTCAACACGAGCAATGG |  |  |
| PCK-fw | Phosphoenolpyruvate carboxykinase | CTCAGAGGGAATTTGAGGTTTCC | -3.09 | 110.77 |
| PCK-rev |  | GTGTCTCAGTACTTGTTCAGCTG |  |  |
| BGP-fw | Endo-1,4-β-glucanase | GAGAGGAGATTCCGCACTCATC | -3.24 | 103.63 |
| BGP-rev |  | AGCAGCCCAACTCAACAAGGTT |  |  |
| NR-fw | Nitrate reductase | GTACGAGCTATCGATGAGACCC | -3.24 | 103.20 |
| NR-rev |  | ATTGGTTTCCAGGTTGGGTC |  |  |
| HTTP-fw | Tyramine hydroxycinnamoyl transferase | ATGGCTCCTGCTCTTGAACAA | -3.01 | 114.77 |
| HTTP-rev |  | ATCAGATTTCGTAGCGAGACG |  |  |
| PLDB1-fw | Phospholipase | TCCTGATATTTTGGGAATAGC | -3.11 | 107.99 |
| PLDB1-rev |  | CAGCACATTCTTACCACACACTA |  |  |
| Avr9N-fw | Glycosyltransferase | GGTGGAGATAATTTGGTGAATA | -3.04 | 113.51 |
| Avr9N-rev |  | TTATGATTTGTATAGATTGAGCC |  |  |
| Act-F-tomato | *actin* | ATCGGTATGGGTCAGAAGGA | -3.35 | 98.89 |
| Act-R-tomato |  | ATGTCAACACGAGCAATGG |  |  |

# Supplementary material for: Nitrogen Metabolism and Growth Enhancement in Tomato Plants Challenged with Trichoderma harzianum Expressing the Aspergillus nidulans Acetamidase amdS Gene
**Source:** Front Microbiol. 2016 Aug 3;7:1182. doi: 10.3389/fmicb.2016.01182
**Supplement:** Supplementary file 2

**Table S2.** Probe sets expressed differentially (FC ≥ 2 and FDR 0.10) for tomato plants in interaction with *T. harzianum* T34 in comparison to control plants without *Trichoderma*. These probe sets were grouped into six different physiological processes, and their description was based on the homology with sequences of the UNIPROT database, using the BLAST algorithm and applying an E-value < 10^-10^ level.

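The fold change of each probe set in this table is the ratio of its mean RMA signal in plants treated with T34 to that in control plants, given with a minus sign where T34 is lower. Computed from the deposited values, the adjusted p-values ranged from 4.94e-08 to 0.000230 (limma, n = 3 arrays per group). The descriptions come from matches to proteins of other species as well as tomato, so that a description names the best match rather than the tomato gene itself.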

| **Upregulated** | | | |
| --- | --- | --- | --- |
| **Physiological process** | **Hit description** | **FC** | **Probe ID in Affimetrix genome array** |
| Amino acid metabolism | Threonine deaminase | +2.52 | Les.4488.1.S1_at |
| Secondary metabolism | Neryl diphosphate synthase 1 | +2.44 | Les.415.1.A1_a_at* |
| Defense | Cathepsin D inhibitor | +2.01 | Les.1783.1.A1_at* |
| Unknown function |  | +2.86  +2.02  +2.00 | Les.1077.1.S1_at  Les.2839.1.S1_at  Les.2460.2.S1_at |
| **Downregulated** | | | |
| **Physiological process** | **Hit description** | **FC** | **Probe ID in Affimetrix genome array** |
| Carbohydrate metabolism | Phosphoenolpyruvate carboxykinase | -2.53 | Les.3539.1.S1_at^**^ |
| Nitrogen assimilation | Non-symbiotic haemoglobin-1 | -2.17 | Les.3700.1.S1_at^***^ |
| Defense | Defensin | -2.84 | Les.3983.1.S1_at |

^*^Probesets expressed also differentially for tomato plants in interaction with amdS6 transformant, with FC of +3.27 (Les.415.1.A1_a_at) and +2.02 (Les.1783.1.A1_at).

^**^Probeset expressed also differentially for tomato plants in interaction with amdS6 and amdS122 transformants, with FC of +2.38 and +4.29, respectively.

^***^Probeset expressed also differentially for tomato plants in interaction with amdS122 transformant, with a FC of +3.39.

# Supplementary material for: Nitrogen Metabolism and Growth Enhancement in Tomato Plants Challenged with Trichoderma harzianum Expressing the Aspergillus nidulans Acetamidase amdS Gene
**Source:** Front Microbiol. 2016 Aug 3;7:1182. doi: 10.3389/fmicb.2016.01182
**Supplement:** Supplementary file 3

**Table S3.** Probe sets expressed differentially (FC ≥ 2 and FDR 0.10) in both amdS transformant-tomato plant interactions in comparison to control plants without *Trichoderma*. These 105 probe sets, 6 upregulated and 99 downregulated, were grouped into 18 different physiological processes, and their description was based on the homology with sequences of the UNIPROT database, using the BLAST algorithm and applying an E-value < 10^-10^ level.

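Each probe set carries a pair of fold changes against control in this table, that of amdS6 before that of amdS122, with a minus sign for a fall. Computed from the deposited values, the smallest falls were 2.04-fold with amdS6 and 2.51-fold with amdS122, and the smallest rises 2.01-fold and 2.59-fold (n = 3 arrays per group). Some transcripts are represented more than once, as with PEPC and MPK3, so that the number of genes is smaller than that of probe sets.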

^*^Probeset also expressed differentially for tomato plants in interaction with T34, with a FC of -2.53.

# Supplementary material for: Nitrogen Metabolism and Growth Enhancement in Tomato Plants Challenged with Trichoderma harzianum Expressing the Aspergillus nidulans Acetamidase amdS Gene
**Source:** Front Microbiol. 2016 Aug 3;7:1182. doi: 10.3389/fmicb.2016.01182
**Supplement:** Supplementary file 5

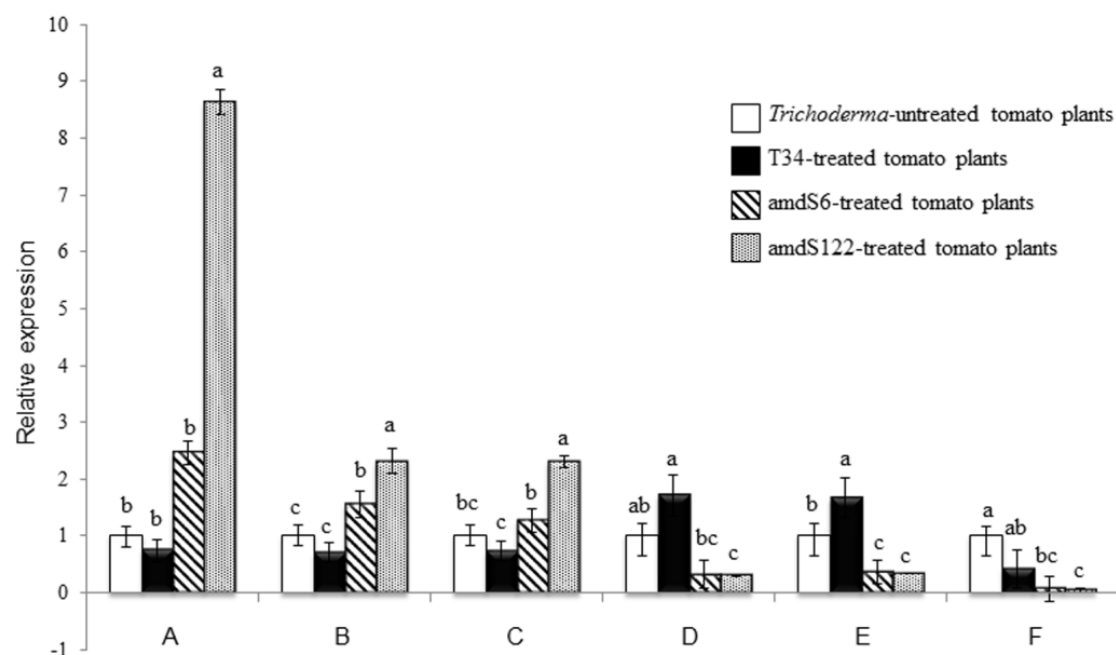

Figure S2. Validation of microarray experiments. Real-time PCR of a phosphoenolpyruvate carboxykinase (AAF19403) (A), an endo-1,4- β -glucanase (AAA69908) (B), a nitrate reductase (P17570) (C), a glycosyl transferase (AAG43554) (D), a tyramine hydroxycinnamoyl transferase (AAL99189) (E) and a phospholipase (AAG45487) (F) genes in 3-week-old tomato plants developed from *Trichoderma*-untreated, T34-treated, amdS6-treated or amdS122-treated seeds. Values correspond to relative measurements against tomato plants developed from *Trichoderma*-untreated seeds ($2^{-\Delta\Delta C_t} = 1$). The tomato *actin* gene was used as an internal reference gene. Bars represent standard deviations of the mean values of three biological replicates. The levels of expression were tested using one-way analysis of variance (ANOVA) followed by Tukey's test. Each gene was analyzed independently and different letters represent significant differences ($P < 0.05$).

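Real-time PCR measures 1 transcript at a time, so that it checks single transcripts by another method and says nothing of the transcripts that were not chosen for it. The tomato actin transcript, for which the paper lists primers, had a log2 signal on the arrays at its 3' end of 12.05 ± 0.024 in control plants, 12.09 ± 0.063 with T34, 12.13 ± 0.056 with amdS6 and 12.04 ± 0.052 with amdS122 (SD, n = 3 arrays). At its 5' end the signal was 8.97 ± 0.065, 9.05 ± 0.096, 9.34 ± 0.12 and 9.45 ± 0.16 in the same order, and in the middle of the transcript 10.04 ± 0.0024, 10.15 ± 0.030, 10.22 ± 0.016 and 10.28 ± 0.068.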

How the deposited data were processed for this re-analysis (not part of the article)

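RNA from the aerial parts of tomato plants was measured on the Affymetrix Tomato Genome Array in 4 groups of 3 arrays: plants from untreated seeds and plants from seeds coated with T34, amdS6 or amdS122. Each array stands for 5 pooled plants. The deposited values are log2 signals that the authors made from the scanned arrays by RMA (background correction, quantile normalization and summary of probes into probe sets) in Expression Console; the versions of both are not given. They were used as deposited, without further normalization. The array medians lay between 7.80 and 7.87, and the lowest correlation between arrays was 0.99757 within groups and 0.9862 between groups. As for any array, the number of arrays limits the precision: the SD within groups was under 0.2 for 97.6% of the probe sets.

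All 12 arrays were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and moderated variances (prior degrees of freedom 3.69, residual degrees of freedom 8). The comparisons were each strain against control, each transformant against T34, amdS122 against amdS6, and the mean of both transformants against T34. P-values were adjusted by the Benjamini-Hochberg method over all probe sets within a comparison, and a probe set was called at an adjusted p under 0.1 and a fold change of at least 2. Comparisons, limits, gene lists and most alternatives were fixed before the data were examined. The text names the probe sets of Table S2, the upregulated ones of Table S3, those of the genes tested by real-time PCR, those of genes the paper names, the 2 deepest falls per process of Table S3, the 10 largest changes per direction and comparison among called probe sets with a gene name and groups that do not overlap, and 3 members per gene list; the values in the tables of the paper had been seen when this rule was written. Other genes named in the text were chosen after their values were seen, among them loxC, SSTLE1, FRO1, PT1, AMT1-2, gdh1 and Wfi1. Of the probe sets tested, 909 have 1 gene symbol in the annotation of the array, 0 have several and 9129 have none; 885 of the symbols were matched by gene identifier. Probe set identifiers are not printed; a probe set without a symbol is named by its description in the tables of the paper.

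Gene lists were tested with camera of limma (preset correlation 0.01 between genes, repeated with an estimated correlation), with adjustment over the lists of a comparison, and by counts of members at the adjusted p, over all probe sets and over the list alone. Of 20 lists, 11 had at least 5 probe sets and were tested: photosynthesis, pathogenesis-related and salicylic acid, jasmonate and wound response, ethylene, WRKY factors, rapid elicitor and touch response, cytosolic ribosomal proteins, cell wall growth, cell division, root markers, and shoot meristem and vascular markers. The others had fewer members and gave no test, nitrogen assimilation among them. Membership followed the gene symbols of the annotation, and versions completed by hand were composed after the values had been seen. The lists of Tables S2 and S3 come from these arrays and are not independent evidence.

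Alternatives were a multi-class SAM over the 4 groups (100 permutations, an own implementation of the published method), a moderated F test over the 4 groups, a block for the replicate numbers, fits of the compared groups alone, centring of each array on its median, a further quantile normalization, removal of probe sets under the 30th percentile of mean signal, a variance trend with robust moderation, array weights, no fold limit, an adjusted p under 0.05, camera with an estimated correlation, lists with the probe sets of 1 gene averaged, fold changes from means of linear signals, and leaving out each array in turn. Chosen after seeing the data were fold limits of 2.5 and 2.6 for amdS122, scaling on the 9 hybridisation spike probe sets, the 3' minus 5' signal of actin, ef1a and gapdh as a covariate, and the lists completed by hand. The effect of shared control arrays was estimated from 100 draws of residuals. The calls were tested on simulated data with the spread of these arrays: of 50 changes of 4-fold per comparison 50 were called in the right direction, and a list shifted by 2-fold was found with no other list. The noise was drawn independently for each probe set, so that the simulation does not test lists whose members are correlated. Its shift was also larger than the median shift of any list fixed beforehand. The SAM found all simulated changes and also called 31 unchanged probe sets. Reporter probe sets were left out, and control probe sets were used only for signal and RNA quality. Growth, fungal colonization, infection and real-time PCR values of the paper were not analysed here.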

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

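The tests on the hybridisation spikes, on the shoot meristem list as a smaller share of that tissue, on the 3' minus 5' signal, on the nitrogen transcripts and on single arrays, and the splits for lists, for both transformants and for any strain, were chosen after the results were seen; the others were set beforehand.

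PPCK1, the kinase of PEPC, differed between the transformants and T34 by 3.02 on the log2 scale, lower than control with T34 and higher with both transformants. In all, 62 probe sets moved in opposite directions with T34 and with both transformants, by a test of the difference itself. By the adjusted p alone, 553 moved the same way with T34 and amdS6, and 513 with T34 and amdS122. A single array was not the reason for PPCK1, PEPC, hemoglobin and nitrate reductase: with each of the 12 arrays left out in turn, the smallest difference of these 4 from T34 was 1.506. A rise of nitrogen assimilation transcripts as a whole cannot be judged from the list at hand: its members other than nitrate reductase had a median log2 fold change of 0.011 against 1.55 for nitrate reductase itself, but the list leaves out hemoglobin, which the paper files under nitrogen assimilation, and nitrite reductase, which the paper reports as higher with both transformants and for which no probe set is annotated. The arrays do not measure the nitrogen status of the plants, and why these transcripts moved in opposite directions stays open.

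Signal from data that the paper does not analyse came from the 3' minus 5' signal of actin, ef1a and gapdh, which differed by -0.34 on the log2 scale between the arrays of the transformants and the other arrays. The labelling reaction is argued against by the labelling spikes, which are added to each sample and differed by -0.038 (within-group SD 0.055). Less degraded RNA as the reason for the falls cannot be judged with the 3' minus 5' signal of these transcripts as a covariate. Its values on the arrays of the transformants did not overlap those on the other arrays. With 1 mean per group in the fit, only the scatter within groups is left to estimate its effect. With this covariate the falls had median log2 fold changes of -1.60 with amdS6 and -1.82 with amdS122, against -1.62 and -1.92 before. Of the 124 probe sets called lower with both transformants, 110 were still called. The others lost the call while the median standard error in amdS6 rose from 0.081 to 0.14. Whether the state of the RNA or the harvest of those plants differed stays open, since the signal follows the groups.

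The falls with both transformants were weighed against causes outside the strains. Signal of the whole array as the whole reason is argued against by scaling on the hybridisation spikes, which brought the median log2 fold change of all probe sets to 0.37 with amdS6 and 0.050 with amdS122: 91 of the 124 falls were still called. With amdS6 the median of all these falls was -1.26 after and -1.62 before (median standard errors 0.14 and 0.081), and the other 33 lost the call by the fold limit, each with an adjusted p that passed. The labelling spikes ordered the groups otherwise. Their mean log2 level was 7.44 in control plants, 7.68 with T34, 7.30 with amdS6 and 7.88 with amdS122. The hybridisation spikes had 10.51, 10.42, 10.15 and 10.48 in that order. Scaling on the labelling spikes was not run. Differences in overall signal that the authors' normalization left cannot be told apart from the strains by normalizing again: after centring and after a further quantile normalization all 124 of the falls were called, but the deposited values were already quantile normalized and the largest change of the median of all probe sets by these steps was 0.026. A smaller share of shoot meristem cannot be told apart either: its markers had a median log2 fold change of 0.0011 with amdS122, but only 2 of the 6 lay above the highest negative control probe set (5.04 on the log2 scale), and markers at background show no loss. Another share of trichomes, roots or meristem in the harvested tissue cannot be told apart from an effect of the strains, as the root markers had a median of -0.36 with members going both ways and only 2 trichome probe sets are on the array. Harvest at another time of day cannot be told apart either, with 1 clock probe set, and a lower defense state of the plants remains a biological explanation that these arrays do not test on their own.

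A direct comparison of the transformants, which the paper does not report, called 72 probe sets, 6 higher and 66 lower with amdS122. After scaling on the hybridisation spikes 193 were called, 1 of them higher, and without the fold limit 1952 were higher and 1879 lower. The difference between the strains was itself tested for the pathogenesis-related and salicylic acid list, higher with amdS122 than with amdS6 (camera adjusted p = 1.5e-05, adjusted p = 0.0112 with an estimated correlation; 10 of 12 members higher and 1 lower, 10 and 1 when adjusted over the list alone), and for the cell division list, lower with amdS122 (adjusted p = 0.000449, adjusted p = 0.155 with an estimated correlation; 4 of 6 lower, 5 when adjusted over the list alone). Outside Table S3, 27 probe sets were called with both transformants, 25 lower and 2 higher.

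Other splits of the arrays were compared with the real one. For 3 arrays against 3 the 10 splits are too few: the calls were 9 with T34, 168 with amdS6, 215 with amdS122, 191 and 245 for these against T34 and 72 between them, and the highest of the other splits was 0 in each, so that 1 split, the real one, called as many. The shifted lists numbered 2 with T34 (highest other split 1), 6 with amdS6 (5), 5 with amdS122 (4) and 5 between them (3). For the mean of both transformants against T34, 199 probe sets were called, and only the real split of the 84 called as many. The highest of the other splits, which sets the amdS122 arrays apart, called fewer. Only the real split kept all the strains apart, and the others mixed strains within groups. Mixing widens the spread within groups and lowers the calls, so that this rank cannot exclude chance. For the 255 called with any strain, no other of the 100 drawn splits called as many (highest other 188). Drawn splits mixed the groups in the same way, so that they cannot exclude chance either. For the 132 called with both transformants, 2 of 100 drawn splits were as large, the real one included. The other called more (149), so that chance is not excluded there. Chance is also not excluded for the 5 lists shifted in the mean of both transformants against T34, since 14 of 84 splits gave as many (highest other 6).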

How the results depend on the processing

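The fold limits of 2.5 and 2.6 for amdS122, the scaling on hybridisation spikes, the 3' minus 5' covariate and the completed lists were chosen after the results were seen. No log2 fold change of a called gene or shifted list changed sign under the alternatives run for it, but the balance of rises and falls turned. At the 2-fold limit falls outnumber rises in every comparison of the transformants. Without a fold limit 2911 were higher and 2101 lower with amdS6, 3014 and 2210 with amdS122, 1900 and 1311 with both, 2710 and 1879 for amdS6 against T34, 2834 and 2073 for amdS122 against T34, 2937 and 2007 for the mean of both against T34, and 1952 and 1879 for amdS122 against amdS6. Of those that passed with any strain, 4192 were higher with at least 1 strain, and the other 2580 were only lower. After scaling on the hybridisation spikes 164 were called higher and 93 lower with amdS6. Of those called with any strain, 186 were higher with at least 1 strain, and the other 164 were only lower. Of 2163 alternative values of called named genes, 2141 were still called. These came from the replicate block, centring, a further quantile normalization, removal of dim probe sets, linear means and arrays left out in turn. Array weights, the spike scaling and the covariate are not among them. Leaving out an array of a group not compared cannot change a fold change, nor can the replicate block, so part of this stability was given in advance.

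Without a fold limit the calls rose to 993, 5012, 5224 for T34, amdS6 and amdS122 against control, 4589 and 4907 for amdS6 and amdS122 against T34, 3831 for amdS122 against amdS6, 4944 for the mean of both against T34, 3211 for both transformants and 6772 for any strain, as fewer conditions had to be met. Higher fold limits in amdS122 left 135 (2.5) and 121 (2.6). Scaling on the hybridisation spikes gave 257 for amdS6 and 193 for amdS122 against amdS6, 1 of these higher, because it shifts amdS6 as a whole. The slope of the changes in amdS122 on those in amdS6 was 1.085 with arrays centred on their median; the cause was not tested.

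The shifted lists depend on the correlation assumed between genes: with camera and an estimated correlation they were 0 with T34, 1 with amdS6, 0 with amdS122, 1 between the transformants and 4 for the mean of both against T34 (5 with the preset correlation), and with probe sets averaged per gene 2 with amdS6, 2 with amdS122 and 3 for the mean of both against T34, with fewer values per list.

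With 1 array left out in turn, the calls ranged from 7 to 10 for T34, 165 to 176 for amdS6, 209 to 239 for amdS122, 190 to 200 for amdS6 against T34, 239 to 260 for amdS122 against T34, 71 to 78 for amdS122 against amdS6, 194 to 202 for the mean of both against T34, 129 to 135 for both transformants, 252 to 276 for any strain. The shifted lists ranged from 0 (without control replicate 1, or T34 replicate 2) to 3 (without control replicate 3) for T34, from 3 (without control replicate 3) to 6 for amdS6, and stayed at 5 for amdS122. The correlation between amdS6 and amdS122 ranged from 0.767 to 0.786.

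The replicate numbers pair the arrays weakly, with 7 of 12 arrays closest to their own number, and with the replicate block 216 probe sets were called with amdS122 and 132 with both transformants. Signal over background limits dim probe sets: 21 of those called lower with both transformants lay under the 30th percentile of mean signal.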

Differences from the paper's values

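The fold limits of 2.5 and 2.6 for amdS122, the scaling on hybridisation spikes and the 3' minus 5' covariate were chosen after the values were seen; the other alternatives were set beforehand.

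In Fig. 4, read by eye, the paper shows about 14 probe sets for amdS122 alone, against 81 here at the same stated limits. None of the alternatives set before the data were examined brought this to within 1.5 times. Fold limits of 2.5 and 2.6 in amdS122, chosen after seeing the values, gave 18 and 14; the first drops 0 and the second 3 of the 105 probe sets of Table S3. For amdS6 alone the paper shows about 58 in Fig. 4, read by eye, against 35 here. Centring on the array median and leaving out control replicate 3 (40 each) came within 1.5 times, the other alternatives set beforehand did not, and the limits of 2.5 (50) and 2.6 (60) and the covariate (49), chosen after seeing the values, did.

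For T34 and amdS122 the paper shows about 1 in Fig. 4, read by eye, against 2 here; of the alternatives set beforehand only the removal of dim probe sets gave 1, as did the fold limits and the spike scaling. For T34 and amdS6 it shows about 2, against 1 here; array weights and leaving out amdS122 replicate 3, control replicate 1, control replicate 3 or T34 replicate 3 gave 2, the other alternatives set beforehand did not, and the fold limits and the spike scaling also gave 2. For all 3 strains it shows about 1, against 2 here; array weights and leaving out amdS122 replicate 3, control replicate 1 or control replicate 3 gave 1, the other alternatives set beforehand did not, and the fold limits also gave 1.

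Of 219 fold changes in Tables S2 and S3, 216 were within 0.02 of those computed here and all had the same sign. The 3 others concern amdS122. One probe set has -4.44 in the paper and -2.55 here. A pair of probe sets of 1 transcript, both listed as transcription factors, has -4.00 and -8.43 in the paper and -8.43 and -4.00 here, which is the same pair of values in the other order. All alternatives set beforehand differ from the paper for these 3.

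Further counts lie within 1.5 times of the paper at the same stated limits. The paper counts 185 probe sets changed by any strain, against 255 here, and 105 changed by both transformants, against 132, which include those 105. The paper names a carboxykinase where the annotation of the array names PPCK1, a kinase of the carboxylase.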

Other observations

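The tests on lists completed by hand were chosen after the values were seen. Some transcripts of the cell cycle were lower with amdS122 than with amdS6: CDKB2, a mitotic kinase, had a log2 fold change of -1.53 between them (standard error 0.063, n = 3 arrays per group, adjusted p = 1.09e-08), and CycA1, a cyclin, of -1.37. CDKA1 (-0.12, adjusted p = 0.132) and CDKC (-0.027, adjusted p = 0.744) did not pass, nor did the cell division list with an estimated correlation (adjusted p = 0.155). Against control, CDKB2 was higher with amdS6 by 0.68 and had a log2 fold change of -0.86 with amdS122. PDH differed by -1.83 and DFR, of anthocyanin synthesis, by 1.28, and PR-P2 (1.10), P4 (1.19) and the ribonuclease RNALE (1.02) were higher with amdS122. Scaling on the spikes, with a median of all probe sets of 0.37 with amdS6 and 0.050 with amdS122 against control, deepens the differences for the transcripts that are lower with amdS122 and ends the calls of DFR (0.95), P4 (0.86), PR-P2 (0.77) and RNALE (0.69), which fall under the 2-fold limit. Of the 6 probe sets called higher with amdS122, only GluB remained called (1.37).

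Against control, cell division had 4 of 6 probe sets lower with amdS122 (5 when adjusted over the list alone; camera adjusted p = 0.00601, adjusted p = 0.138 with an estimated correlation) and no shift with amdS6 (adjusted p = 0.526). Root markers had 4 of 7 lower with amdS6 and 4 with amdS122 (4 and 4 when adjusted over the list alone; adjusted p = 0.0796 and 0.0760, adjusted p = 0.139 and 0.138 with an estimated correlation), and without control replicate 3 the list did not pass with amdS6 (0.111). Shoot meristem and vascular markers did not pass with amdS6 (adjusted p = 0.380) or amdS122 (0.916), and most lay at the level of the negative controls. The ethylene list was lower with amdS122 than with amdS6 (adjusted p = 0.0179, adjusted p = 0.212 with an estimated correlation; 11 of 30 lower, 12 when adjusted over the list alone).

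Among lists completed by hand, camera placed that of 8 heat shock probe sets below the other probe sets with amdS122 (adjusted p = 0.000379, adjusted p = 0.0538 with an estimated correlation; 7 of 8 lower at the adjusted p) and with amdS6 (adjusted p = 0.0103, adjusted p = 0.0919 with an estimated correlation; 5 lower and 1 higher). It placed the list of 11 probe sets of phosphoenolpyruvate and organic acid metabolism above the others with amdS122 (adjusted p = 0.0130, adjusted p = 0.0712 with an estimated correlation; 7 higher and 1 lower), and with amdS6 the list did not pass (adjusted p = 0.314). The completed jasmonate list of 23 probe sets was placed above the others with T34 (adjusted p = 0.000136, adjusted p = 0.388 with an estimated correlation; 7 higher and 1 lower). Its added members include TD2, already called higher with T34, so that this shift is not independent evidence. The jasmonate list fixed beforehand gave a camera adjusted p of 0.0713. Outside Table S3, Wfi1, an NADPH oxidase that makes reactive oxygen, was called lower with both transformants (log2 fold changes of -1.10 and -1.31, standard error 0.045).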
